# Enhanced Phospholipase A2 Group 3 Expression by Oxidative Stress Decreases the Insulin-Degrading Enzyme

**DOI:** 10.1371/journal.pone.0143518

**Published:** 2015-12-04

**Authors:** Daishi Yui, Yoichiro Nishida, Tomoko Nishina, Kaoru Mogushi, Mio Tajiri, Satoru Ishibashi, Itsuki Ajioka, Kinya Ishikawa, Hidehiro Mizusawa, Shigeo Murayama, Takanori Yokota

## Abstract

Oxidative stress has a ubiquitous role in neurodegenerative diseases and oxidative damage in specific regions of the brain is associated with selective neurodegeneration. We previously reported that Alzheimer disease (AD) model mice showed decreased insulin-degrading enzyme (IDE) levels in the cerebrum and accelerated phenotypic features of AD when crossbred with alpha-tocopherol transfer protein knockout (*Ttpa* ^-/-^) mice. To further investigate the role of chronic oxidative stress in AD pathophysiology, we performed DNA microarray analysis using young and aged wild-type mice and aged *Ttpa* ^-/-^ mice. Among the genes whose expression changed dramatically was Phospholipase A2 group 3 (Pla2g3); Pla2g3 was identified because of its expression profile of cerebral specific up-regulation by chronic oxidative stress *in silico* and in aged *Ttpa* ^-/-^ mice. Immunohistochemical studies also demonstrated that human astrocytic Pla2g3 expression was significantly increased in human AD brains compared with control brains. Moreover, transfection of HEK293 cells with human Pla2g3 decreased endogenous IDE expression in a dose-dependent manner. Our findings show a key role of Pla2g3 on the reduction of IDE, and suggest that cerebrum specific increase of Pla2g3 is involved in the initiation and/or progression of AD.

## Introduction

Alzheimer disease (AD) is the most common age-related neurodegenerative disease characterized by the deposition of amyloid-beta (Aβ), accumulation of hyperphosphorylated Tau containing neurofibrillary tangles, reactive astrocytes and loss of synapses and neurons [1]. While there are several kinds of rare familial early-onset AD caused by gene mutations, the majority are sporadic cases with various etiologies. However, accumulation of Aβ is the initial event of AD according to the Aβ hypothesis [2,3]. The strongest risk factor for AD is aging so its prevalence increases exponentially with age [4,5]. Aβ accumulation is seen even in the preclinical AD brains; however, it is more robust in mild cognitive impairment (MCI) brains and is most severe in AD brains [6]. One of AD model mouse strains that overexpresses the Swedish mutant form of human Aβ precursor protein (*APPsw*) also shows age-related Aβ accumulation in the brain [7,8].

Another early pathological event in AD is increased oxidative stress [9–13], which contributes to membrane damage, deterioration of synaptic plasticity and neuronal cell death [14], suggesting that oxidative stress promotes the initiation and/or progression of the disease. We previously generated α–tocopherol transfer protein (α-TTP) knockout (*Ttpa* ^-/-^) mice [15]. *Ttpa* ^-/-^ mice show marked lipid peroxidation in the brain because of a lack of α–tocopherol and are highly valuable as a model of chronic oxidative stress to the brain. By crossing AD transgenic model mice with *Ttpa* ^-/-^ mice, we obtained double mutant *APPsw*/*Ttpa* ^-/-^ mice, which showed increased Aβ deposits in the cerebrum and enhanced cognitive dysfunctions to be compared with *APPsw* mice. The accumulation of Aβ and cognitive deficits in the double mutant mice were ameliorated with α–tocopherol supplementation [16,17]. Together with the fact that lipid peroxidation may be a major cause for aging of the brain [18], oxidative stress and aging are major contributors to AD pathogenesis.

Although many studies of oxidative stress on neurons and glial cells have been done using a cell culture system, the precise molecular and cellular mechanisms underlying AD pathology *in vivo* have not been fully elucidated. The goal of this study is to clarify the molecular mechanisms of how aging and/or oxidative stress accelerates AD pathophysiology. The region specific pathophysiological changes, Aβ deposits and neurofibrillary tangles in cerebral cortex but not in cerebellum, were well characterized using the postmortem AD brains [1]. *APPsw* mice also showed the distribution of Aβ mainly in cerebrum but not in cerebellum [19]. This lesion specific increase of Aβ accumulation in AD brains let us suppose a hypothesis that some molecules, which alter its expression only in the cerebrum but not in the cerebellum, have important role on AD pathophysiology. We performed DNA microarray analysis using *Ttpa* ^-/-^ mice and found Pla2g3 expression was significantly induced only in the cerebral cortex of *Ttpa* ^-/-^ mice but not in the cerebellum. Chronic oxidative stress is thought to be highly relevant to the slow progression of AD pathophysiology, thus, specificity of Pla2g3 induction in chronic oxidative condition was confirmed using *Ttpa* ^-/-^ mice as chronic oxidative stress model and acute oxidative stress model mice induced by traumatic brain injury and stroke. In this study, we thus provide evidence that Pla2g3 plays a role in brain region-specific changes in AD pathology under chronic oxidative stress.

## Ethical statement

The Institutional Review Board (IRB) of Tokyo Medical and Dental University approved this study. We obtained written informed consent for research use of human paraffin sections from relatives at the time of autopsy. The Animal Experiment Committee of Tokyo Medical and Dental University approved animal experiments. The Ethics Committee of Tokyo Metropolitan Institute of Gerontology approved human study.

## Materials and Methods

### Animals

Generation of *Ttpa* ^-/-^ mice was previously described [15]. Wild-type and *Ttpa* ^-/-^ mice were fed on a normal (36 mg of α-tocopherol/kg), α-tocopherol-supplemented (600 mg of α-tocopherol/kg), or α-tocopherol-deficient diet until the time of use. For the ischemic mouse model, male C57Bl/6 (18 weeks old) mice were used for the surgical procedure for left permanent middle cerebral artery occlusion [20] and used for the histological examinations on day 7 after surgery. For the traumatic brain injury model, postnatal day 2 (P2) mice were subjected to cryogenic injury as described previously [21]. Briefly, P2 pups were anesthetized by spontaneous inhalation of 2% isoflurane, and the parietal skull was exposed through a scalp incision. A metal probe (1.5-mm diameter) cooled by liquid nitrogen was placed on the right skull (0.5-mm anterior and 1.2-mm lateral to the bregma) for 30 seconds. Following this procedure, the scalp was immediately sutured and the pups were returned to the home cage and the pups were fixed after 3 days. The Animal Experiment Committee of Tokyo Medical and Dental University approved animal experiments.

### RNA isolation

RNA was isolated using mirVana mRNA isolation kit (Ambion) according to the manufacturer’s protocol. RNA concentration was quantified with NanoDrop Spectrometer (NanoDrop technologies) at a wavelength of 260nm and an Agilent 2100 Bioanalizer was used to evaluate its integrity.

### Microarray

Gene expression in cerebral cortex and cerebellum of mice were determined using Agilent chips. To ensure higher quality results in gene expression data, we conducted microarrays on 4 mice per group. Young mice were 2 months old and the other aged mice were 29 months old at the time of use. Data were standardized using global normalization and processed by R-program. An absolute fold change threshold of greater than 1.5 was required to be considered for further analyses. Expression values were in log2 scale. The original data analysed in this publication have been deposited in NCBI’s Gene Expression Omnibus and are accessible through GEO series accession number GSE75047.

### Cell culture

Culture conditions of HEK293 and TR-AST cell lines were described previously [22,23]. Primary cultured astrocytes were prepared from postnatal day 0 Wistar rats. Culture preparation was performed as described previously [24]. Primary astrocytes were cultured for 2 weeks before the oxidative stress examination. HEK293 cells were used for transient transfection of human Pla2g3 expression vector (Origene). For the oxidative stress examinations, TR-AST cells were treated with 2 mM hydrogen peroxide for 6 hours, and primary astrocytes were treated with 0.4 mM hydrogen peroxide for 6 hours, otherwise, indicated in the figure legend. The culture plates of the cells were placed on ice at the harvest and rinsed with ice-cold PBS then followed by RNA extraction procedure.

### qRT-PCR

Reverse transcription of RNA to cDNA was performed with the Roche Reverse transcription kit using the following conditions: 25°C for 10 min, 37°C for 50 min, and 85°C for 5 min. Quantitative PCR was performed subsequently on the resulting DNA using Roche SYBR green master mix and the primers. All the primers were designed using Roche universal design tool and pairs of primers met with highest criteria score were selected. The primer sequences are provided in S1 Table. The PCR thermal cycling conditions are follows: denaturing step at 95°C for 5 min, followed by 45 cycles of 95, 60, 72°C for 10, 10 and 10 sec, respectively. Specificity of each primer set was checked by the melting curve analysis upon quantitative PCR. The delta-Ct for mouse Pla2g3 and mouse GAPDH were subjected to simple t-test to yield the estimation of delta-delta-Ct. The relative expression changes were calculated with amplification efficiency approximating 2.

### Western blotting

The temporal lobe was dissected and homogenized in lysis buffer containing 1% Triton X-100, 0.1% SDS, 20 mM Tris pH 7.5, 150 mM NaCl, 1 mM EDTA and protease inhibitors cocktail (Roche). Tissue was then sonicated using Poly Tron 2100 (Kinematica AG), and insoluble material was removed from the protein extracts by centrifugation at 10,000rpm for 20 min at 4°C. Protein content in the supernatant was quantified with the BCA assay (Thermo). Equivalent amounts of total protein were separated in 4–20% gradient SDS-PAGE gels (Wako) and transferred to nitrocellulose membranes (Millipore). Membranes were blocked with Tris-buffer saline containing 0.1% Tween 20 and 5% nonfat milk for 1 hour, then incubated with primary antibody to Pla2g3 (1:1000; Origene), alpha-tubulin (1:2000; MBL), and were then visualized with appropriate HRP-conjugated secondary antibodies.

### Histology

Mice were intracardially perfused with ice-cold PBS followed by 4% (w/v) ice-cold paraformaldehyde (PFA) in PBS. The dissected brains were then post-fixed overnight with 4% PFA at 4°C. Three mice were used in each group until otherwise stated in the figure legend. Human paraffin sections of superior frontal gyrus (Brodmann area 9) were provided from Tokyo Metropolitan Geriatric Hospital and Institute of Gerontology under the material transfer agreement. We obtained written informed consent for research use from relatives at the time of autopsy. The Ethics Committee of Tokyo Metropolitan Institute of Gerontology approved human study.

### Immunohistochemistry and antibodies

For DAB staining, the fixed brains were paraffin embedded, coronally sectioned, and analyzed using Olympus BX53 microscope. For immunofluorescent staining, vibratome sections were analyzed by confocal microscopy (LSM-510 META; Zeiss) [25]. DAB and immunofluorescent staining were performed as previously described [26]. Antibodies used for immunostaining were as follows: anti-Pla2g3 (1:250; Origene) and anti-GFAP (1:500; Sigma).

### Quantification of Pla2g3-immuno reactive cells

To quantify Pla2g3-immunoreactive (IR) cells, six images of superior frontal gyrus including the molecular and external granular layers were captured per paraffin section. Images were taken at × 200 magnification and analyzed with ImageJ software to quantify Pla2g3-IR cells. The result of quantification was expressed as number of cells/450 × 325 μm.

### Statistical analysis

All data values are presented as the mean ± S.E.M. At least four mice per genotype were used per experiments. Student’s t tests were applied to data with two groups of samples. One-way ANOVAs were used for comparisons of data with more than two groups and were followed by the Turkey-Kramer *post hoc* test for significance. A *p* value of <0.05 was considered statistically significant. Data were analyzed using GraphPad Prism for Windows.

The Institutional Review Board (IRB) of Tokyo Medical and Dental University approved this study.

## Results

### DNA microarray analysis in mice under oxidative stress

The causes of Aβ accumulation in sporadic AD are not fully understood, but oxidative stress is involved in this process. To investigate the role of chronic oxidative stress on AD pathophysiology *in vivo*, we employed *Ttpa* ^-/-^ mouse line that has marked oxidative stress due to vitamin E deficiency in the brain. Our previous reports showed the accelerated accumulation of Aβ in the cerebrum of *APPsw*/*Ttpa* ^-/-^ double mutant mice [16], and the double mutant mice showed earlier and more severe cognitive dysfunction than *APPsw* mice [17]. Consequently, *Ttpa* ^-/-^ mouse is thought to be suitable to study the role of oxidative stress in AD pathophysiology.

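RNA from the cerebrum (cerebral cortex) and the cerebellum was hybridized to 40 Agilent 1-colour arrays, 4 in each of 10 groups. In each region, the groups were young wild-type mice (2 months old) and aged wild-type mice (29 months old) on the normal diet, with 36 mg of α-tocopherol/kg. The others were aged wild-type mice on the deficient diet, and aged *Ttpa* -/- mice on the deficient diet or on the supplemented diet, with 600 mg of α-tocopherol/kg. *Ttpa* encodes the α-tocopherol transfer protein. The paper's text does not name the diet of the *Ttpa* -/- arrays of Fig. 1. The legend of Fig. 2 defines its *Ttpa* -/- group as fed the deficient diet, so this group was used, and the other groups were tried as alternatives. Each array carried 62976 spots, of which 59305 measured genes through 55681 probes. The authors deposited the intensity of each spot, background-subtracted and detrended by the scanner's software within the array, without normalization between arrays. The authors also deposited log2 values, which differed by a median of 0.000915 from the log2 intensity scaled to the array's 75th percentile and centred on each probe's mean. Starting from the intensity, spots marked as non-uniform or as population outliers were left out, repeated spots were averaged, and the 75th percentile of the array was subtracted on the log2 scale. A value was available on every array for 55589 probes, and 0 probe values were saturated. The 75th percentile of the intensity lay between 365 and 925 on the 40 arrays, and 28623 to 34178 probes of an array were well above background by the scanner's test. The correlation between arrays of one group, across genes, which are not independent replicates, was 0.983 to 0.998. The number of arrays limits the precision of every value. The groups were compared with limma, fitted to all 40 arrays with a coefficient for each group. A comparison covered the probes well above background on all 4 arrays of at least one of its groups. A probe was called up- or down-regulated when its Benjamini-Hochberg adjusted p was under 0.05 and its fold change over 1.5. The arrays came on 5 slides of 8 arrays, and each group lay within 1 slide. Young and aged wild-type cerebrum shared a slide. In the other comparisons of Fig. 1A, the slide and the condition cannot be told apart. The *Ttpa* probe, on chromosome 4 from 19957856 to 19957915 of mm9, was above background on 4 of 4 arrays in each wild-type cerebellar group. Its log2 signal relative to the 75th percentile was -3.01 ± 0.26 (SD, n = 4) in young, -3.34 ± 0.26 in aged and -3.78 ± 0.44 in deficient-diet wild-type cerebellum. It was above background on 0 of 4 arrays of *Ttpa* -/- cerebellum on the deficient diet, and aged wild-type cerebellum was at least 2.64-fold higher. On the supplemented diet, 1 of 4 arrays of *Ttpa* -/- cerebellum was above background. In the cerebrum, the probe was above background on 1 of 4 arrays of deficient-diet wild-type mice and on 0 of 4 in each other group, so that no fold change can be given there. A second *Ttpa* probe was above background on 1 array, replicate 2 of *Ttpa* -/- cerebellum on the deficient diet.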

To find the candidate genes implicated in the acceleration of AD pathophysiology, we performed microarray analysis using *Ttpa* ^-/-^ mouse cerebrum and cerebellum (Fig 1A). 

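Between aged *Ttpa* -/- mice on the deficient diet and aged wild-type mice on the normal diet, 28913 probes were tested in the cerebrum. Of these, 909 were up-regulated and 464 were down-regulated in *Ttpa* -/- mice, which carry 863 and 424 different labels. The labels include probe names, positions and transcript identifiers, and 428 and 296 of the probes have a gene symbol. With the unadjusted p of limma and the same fold change, the counts were 1080 and 667. The 4 arrays of one group lay apart from the 4 of the other for 1101 of the 1373 called probes and for 23.4% of the probes tested, against 2.86% by chance. With each array left out in turn, the counts ranged from 558 and 304, without replicate 1 of the *Ttpa* -/- mice, to 1283 and 678, without their replicate 4. With the *Ttpa* -/- mice on the supplemented diet in place of those on the deficient diet, 10 probes were up-regulated and 16 down-regulated. The largest changes are given among called genes whose arrays lay apart and that were above background on at least 1 array of each group. The largest rise was in Anxa13 (chromosome 15), with a log2 change of 1.66 (standard error 0.50, adjusted p = 0.0195). This gene was above background on 4 of 4 *Ttpa* -/- arrays and 1 of 4 wild-type arrays. It was not called without wild-type replicate 1 (1.42) or 3 (1.30), or without *Ttpa* -/- replicate 1 (1.61). Tmem138 (chromosome 19) followed with 1.48 (adjusted p = 0.00789), again above background on 1 of 4 wild-type arrays, and was not called without wild-type replicate 2 (0.99). After the normexp background correction, Anxa13 changed by 0.50 and Tmem138 by 0.29, under the fold threshold. The next was 1 of 3 Tsc22d4 probes, with 1.26, while the other 2 probes changed by 0.10 and 0.03. The largest falls were in Gm13298 and 4933409K07Rik, which lie near each other on chromosome 4, and Gm3893, whose probes are placed on unassigned sequence. The log2 changes were -4.11 for Gm13298 (adjusted p = 0.00146), -4.48 for 4933409K07Rik (adjusted p = 0.00277) and -4.22 for Gm3893 (adjusted p = 0.000338). For Gm13298, 3 of 4 probes were called. On the supplemented diet, *Ttpa* -/- mice differed from wild-type mice by -0.11, -0.19 and -0.20 in these genes. This does not show an effect of vitamin E. Between 41 and 44 Mb of chromosome 4, around Gm13298 and 4933409K07Rik, 16 of 84 tested probes were lower, 14 of them also in the cerebellum. A strain variant in the deficient-diet *Ttpa* -/- mice remains open, and the cerebrum of the 2 diets lay on different slides. In a fit of the deficient-diet *Ttpa* -/- and aged wild-type cerebrum alone, Anxa13, Tmem138, Gm13298, 4933409K07Rik and Gm3893 were not called, with adjusted p from 0.0554 to 0.086.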

First, we compared 29-month-old *Ttpa* ^-/-^ mouse cerebrum with age-matched wild-type mouse cerebrum and found 273 up-regulated genes and 267 down-regulated genes by oxidative stress. 

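Aged and young wild-type cerebrum on the normal diet differed in 446 up-regulated and 140 down-regulated probes with age, out of 28043 tested. These carry 406 and 127 different labels, and 407 and 100 of the probes have a gene symbol. At an unadjusted p under 0.05, 668 probes were up-regulated and 308 down-regulated. The groups did not overlap for 533 of the 586 called probes, and for 14.0% of those tested. With each array left out in turn, 342 to 496 probes were up-regulated and 99 to 147 down-regulated. The t-test of the methods with Benjamini-Hochberg adjustment gave 59 down-regulated probes, and the fold change alone 400. Readings of the authors' values without the filter, chosen after the data were seen, ranged from 24, by that adjusted test, to 1863, by fold change alone. Under the same conditions for naming genes, Clec7a (chromosome 6) rose most, by a log2 change of 3.96 (standard error 0.32, adjusted p = 5.25e-10). It was above background on 3 of 4 young arrays. C3 rose by 3.52 in one probe and by 1.30 in another. C4b (chromosome 17) rose by 3.42 (standard error 0.22, adjusted p = 2.64e-12). The largest falls were in Rnf122, by -1.83 (adjusted p = 0.00288), with 3 of 4 aged arrays above background, Adora2a, by -1.82 (adjusted p = 0.01), and Tnnc1, by -1.54 (adjusted p = 4.4e-06). Adora2a was not called without aged replicate 4 (-1.41). It is one of a list of 8 striatal genes, of which 8 of 8 were lower with age here, with a median of -0.81. Less striatum in the aged samples and a change in the cerebrum itself cannot be told apart. In a fit of these groups alone, Rnf122, Adora2a and the second C3 probe were not called.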

Next, we compered 29-month-old wild-type mouse cerebrum with 2-month-old wild-type mouse cerebrum and found 879 up-regulated genes and 509 down-regulated genes by aging in the cerebrum. 

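The comparisons by oxidative stress and by aging in the cerebrum share the aged wild-type arrays, which enter them with opposite signs. By limma, 0 probes were up-regulated in both comparisons and 2 were down-regulated in both. With the unadjusted p, 6 and 9 probes were shared, and with the t-test of the methods 3 and 8. Leaving out replicate 1 of the *Ttpa* -/- mice gave 3 and 4 shared probes. Without aged wild-type replicate 1, 0 were down-regulated in both. The shared probes, named here after their values were seen, belong to Atp2b2 (chromosome 6) and Tfrc (chromosome 16). The Atp2b2 probe changed by -0.62 with oxidative stress (adjusted p = 0.00206) and by -0.59 with aging (adjusted p = 0.00809). A second Atp2b2 probe changed by 0.05 and -0.33. The Tfrc probe changed by -1.001 with oxidative stress (adjusted p = 0.000193) and by -0.71 with aging (adjusted p = 0.0101), 1 of 3 probes of the gene. In opposite directions, 46 probes were down-regulated by oxidative stress and up-regulated by aging, and 6 the other way. Across the 27814 probes tested in both comparisons, the log2 changes had a correlation of -0.216, and 43.4% went the same way. Simulated groups without any change, sharing one group in the same manner, had correlations from -0.854 to 0.428, with a median of -0.508, and a median of 33.2% of the probes going the same way. With different aged wild-type arrays in each comparison, divided in 6 ways, the mean correlation was -0.0686 and 47.9% of the probes went the same way.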

Among those genes, 13 genes were up-regulated both by oxidative stress and by aging in the cerebrum and 6 genes were down-regulated in the same manner. Further, we compered 29-month-old wild-type mouse cerebellum with 2-month-old wild-type mouse cerebellum and found 1655 up-regulated genes and 573 down-regulated genes by aging in the cerebellum. 

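In the cerebellum of wild-type mice on the normal diet, 1223 probes were up-regulated and 317 down-regulated with age, of 30627 tested. These carry 1099 and 272 different labels, and 1071 and 203 of the probes have a gene symbol. Without adjustment, 1584 and 546 probes passed. Of the 1540 called probes, 1280 had no overlap between the groups, as had 19.1% of those tested. With single arrays left out, 928 to 1440 probes were up-regulated and 247 to 406 down-regulated. The normexp background correction lowered the count of up-regulated probes most, to 735. Clec7a rose by a log2 change of 4.87 (adjusted p = 4.37e-13). Ostn (chromosome 16) rose by 4.61 (standard error 0.41, adjusted p = 6.36e-10) and was above background on 1 of 4 young arrays. Gpnmb, on chromosome 6, rose by 4.27 (standard error 0.27, adjusted p = 1.77e-13). Under the same conditions for naming genes, Ttr (chromosome 18) fell most, by -7.70 (standard error 1.27, adjusted p = 5.79e-05). It was above background on 3 of 4 aged arrays. Krt18 fell by -2.50 (adjusted p = 0.0456) and Kl by -2.30 (adjusted p = 0.0403). Both calls depend on single arrays: without young replicate 1, Krt18 fell by -1.61 and Kl by -1.26, and neither was called. Krt18 was called in 1 and Kl in 2 of the 8 fits that left out one array. Neither was called with normexp, without the filter on dim probes or in a fit of these groups alone, nor Krt18 with median scaling or array weights. Ttr and Kl are markers of the choroid plexus, and the other 7 genes of a list of 9 such markers also had lower means in the aged cerebellum, from -0.06 for Otx2 to -2.47 for Folr1, none of them called.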

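Up-regulation with age in both regions was called for 268 probes, and down-regulation in both for 19. At an unadjusted p under 0.05, 385 and 36 probes passed in both regions. The t-test of the methods with Benjamini-Hochberg adjustment shared 101 and 6. Leaving out single arrays, 213 to 296 and 13 to 20 probes were shared. Opposite directions in the regions were rare: 2 probes were up-regulated in the cerebrum and down-regulated in the cerebellum, and 3 the other way. Clec7a, C3, C4b and Gpnmb were up-regulated in both. Gpnmb rose in the cerebrum by a log2 change of 2.31 (adjusted p = 6.75e-07).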

We excluded 454 genes that were up-regulated by aging both in the cerebrum and in the cerebellum and 51 genes that were down-regulated in the same manner from this study. Then, we finally found nine genes which were differently expressed by oxidative stress and aging only in the cerebrum but not in the cerebellum. 

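When the probes called in the same direction for aging in the cerebellum were excluded, limma left 0 up-regulated probes and 1 down-regulated probe that were called both for oxidative stress and for aging in the cerebrum. The remaining probe was that of Atp2b2, which was also lower with age in the cerebellum, by -0.52 (adjusted p = 0.0105), at a fold change under 1.5. It was no longer left when any change in the cerebellum with an adjusted p under 0.05 was excluded. With the unadjusted p, 2 up-regulated and 6 down-regulated probes were left, and with the t-test of the methods 2 and 5. By the fold change alone, there were 5 and 9. Without replicate 4 of the young cerebrum, 0 down-regulated probes were left, as without aged wild-type replicate 1 or *Ttpa* -/- replicate 2, and 3 were left without replicate 2 of the young cerebrum or *Ttpa* -/- replicate 1. Without young replicate 1 or 3, aged wild-type replicate 4 or *Ttpa* -/- replicate 4, 2 were left.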

Five genes, Fcgbp, Gm3448, Mybpc2, Pla2g3 and Tcp10c, are significantly up-regulated in the cerebrum both by normal aging and by oxidative stress without any significant changes in the cerebellum by normal aging (Fig 1B). Also, four genes, Car8.1, Car8.2, Gm2252 and Tsga10, are significantly down-regulated in the cerebrum both by normal aging and by oxidative stress without any significant changes in the cerebellum by normal aging (Fig 1C). 

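In the cerebrum, Pla2g3 changed by 0.59 on the log2 scale (standard error 0.40, adjusted p = 0.325) with oxidative stress and by 0.63 (adjusted p = 0.515) with aging. In the cerebellum it changed by 0.38 (adjusted p = 0.678) with aging. Gm3448, on chromosome 17, changed by 0.46 (standard error 0.29, adjusted p = 0.286) with oxidative stress, by 0.91 (adjusted p = 0.0801) with aging in the cerebrum and by 0.55 (adjusted p = 0.266) with aging in the cerebellum. Its second probe changed by 0.23 and 0.52 in the cerebrum. Tcp10c, also on chromosome 17, was lower in *Ttpa* -/- mice, by -0.44 (adjusted p = 0.419), with 3 of 4 *Ttpa* -/- arrays above background. This change was -0.11 without *Ttpa* -/- replicate 1 and -0.60 without replicate 3. With aging it changed by 1.13 (adjusted p = 0.0697), where 1 of 4 young arrays was above background, and by 0.69 (adjusted p = 0.252) in the cerebellum. Fcgbp, on chromosome 7, was above background on 3 of 4 *Ttpa* -/- arrays and 1 of 4 aged wild-type arrays, changed by 0.14 and was not tested. Its change was -0.01 without *Ttpa* -/- replicate 3 and 0.51 without *Ttpa* -/- replicate 1. Between young mice, with 0 of 4 arrays above background, and aged mice, with 1 of 4, no fold change can be given. Mybpc2, on chromosome 7, was above background on 0 of 4 arrays in the young, aged wild-type and deficient-diet *Ttpa* -/- cerebrum, so that no fold change can be given either. None of the 5 genes was called by limma in the cerebrum for oxidative stress or for aging. With the unadjusted p of limma, none passed for oxidative stress, and Gm3448 and Tcp10c passed for aging. By the unadjusted t-test of the methods, with the same filter and fold change, Pla2g3 passed for oxidative stress and for aging in the cerebrum and not for aging in the cerebellum. It was the only one of the 5 genes to do so. Leaving out single young arrays, Gm3448 was called for aging without replicate 4 (1.14) and Tcp10c without replicate 3 (1.49). With array weights both were called for aging, at 0.94 and 1.29. For *Ttpa* -/- mice on the supplemented diet, the change in the cerebrum was 0.70 for Pla2g3, 1.00 for Gm3448, 0.68 for Fcgbp and 0.06 for Tcp10c, and Mybpc2 was at least 1.03-fold higher, with 2 of 4 arrays above background. None of these was called by limma. By the t-test of the methods on the authors' values without a filter, 1 of 80 readings tried after the data were seen, 5 of 5 genes passed as in Fig. 1B with the supplemented diet, Tcp10c by its second probe. Of the genes of Fig. 1B and 1C, 5 could be tested in each cerebral comparison. Adjusted over the list alone, 1 of them was called for oxidative stress and 3 for aging, against 1 and 0 when adjusted over all probes tested. The list was chosen on these samples, so the first counts are not independent evidence.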

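The arrays carry Car8 and Tsga10 and no probe named Gm2252. The 2 Car8 probes lie on chromosome 4, and the brighter spans 8070545 to 8070604 of mm9. It was down-regulated in the cerebrum of *Ttpa* -/- mice on the deficient diet, by a log2 change of -2.71 (standard error 0.48, adjusted p = 0.000307), with 2 of 4 *Ttpa* -/- arrays above background. The call was kept with each array left out, between -3.34 and -2.07, and was lost in a fit of these 8 arrays alone. With aging, Car8 changed by -0.77 in the cerebrum (adjusted p = 0.488), where 4 of 4 aged arrays were below 4 of 4 young arrays (exact two-sided permutation test, p = 0.0286, the smallest that 4 arrays against 4 allow). In the cerebellum it changed by -0.33 with aging (adjusted p = 0.787). The second probe was above background on 0 of 4 *Ttpa* -/- arrays, at least 2.37-fold lower than in wild-type cerebrum, and changed by -0.79 with aging. Both Car8 probes passed the unadjusted t-test of the methods for oxidative stress and for aging in the cerebrum, and neither did for aging in the cerebellum. In *Ttpa* -/- mice on the supplemented diet, Car8 was at least 4.05-fold lower in the cerebrum. Car8 was also down-regulated in the *Ttpa* -/- cerebellum, by -2.58 on the deficient diet and by -2.89 on the supplemented diet. Tsga10 (chromosome 1) changed by -0.03 with oxidative stress (standard error 0.22, adjusted p = 0.946). This change was 0.05 with median scaling, 0.04 with quantile normalization and 0.03 with normexp, and it was also above 0, by 0.03 or less, without wild-type replicate 2 or 3 or *Ttpa* -/- replicate 2 or 3. With aging in the cerebrum, Tsga10 changed by -0.59 (adjusted p = 0.138), and by -0.67 with array weights, where it was called. In the cerebellum it changed by -0.13 with aging (adjusted p = 0.816). Tsga10 did not pass the t-test for oxidative stress.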

Among those genes with significantly changed expression by array analysis, Pla2g3 is the only one that has been reported to be involved in Alzheimer’s disease and we first focused on this gene.

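Pla2g3 encodes a secretory phospholipase A2, and its probe lies on chromosome 11 from 3394109 to 3394168 of mm9. The probe was above background on all 4 arrays of every group. In the cerebrum, its log2 signal relative to the 75th percentile of the array was -2.02 ± 0.21 (SD, n = 4 mice) in young wild-type mice and -1.39 ± 0.39 in aged wild-type mice. It was -0.80 ± 0.12 in *Ttpa* -/- mice on the deficient diet and -0.69 ± 0.34 on the supplemented diet. Aged wild-type mice on the deficient diet had -0.35 ± 1.03. The young and aged wild-type arrays did not overlap (exact two-sided permutation test, p = 0.0286). For *Ttpa* -/- against aged wild-type mice the same exact test gave p = 0.0571. Both tests of single genes are without correction for the number of probes, and the adjusted p of neither of these 2 comparisons passed the threshold. Replicate 4 of the aged wild-type mice was 0.79 above the mean of the other 3. Without it, the log2 change with oxidative stress was 0.79 and that with aging 0.43. Over the alternatives, the adjusted p of the change with oxidative stress lay between 0.0702, with array weights, and 0.698, with the supplemented diet. The direction held with each array left out. It reversed when the wild-type mice on the deficient diet were the control, where the change was -0.45 (adjusted p = 0.483). A second Pla2g3 probe changed by 0.69 with oxidative stress (adjusted p = 0.263) and by 0.09 with aging, and was above background on 1 of 4 young and 1 of 4 aged wild-type arrays. The paper reasons that genes changed by oxidative stress and by aging in the cerebrum, and not by aging in the cerebellum, are candidates, and it takes up Pla2g3 because this gene has a reported involvement in Alzheimer's disease.

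**Figure D1:**
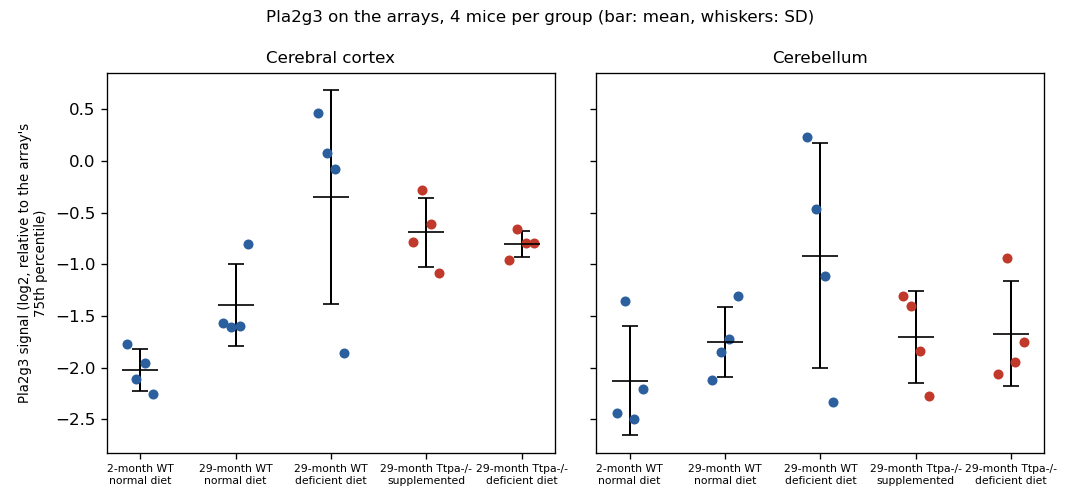
Log2 signal of the Pla2g3 probe relative to the 75th percentile of the array, on the vertical axis, for the 5 groups of each region. Points are single arrays, blue for wild-type and red for *Ttpa* -/- mice, with the mean and SD of 4 arrays as a horizontal line and whiskers, and replicate 4 of the aged wild-type cerebrum on the normal diet lies 0.79 above the mean of the other 3.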

**Fig 1:**
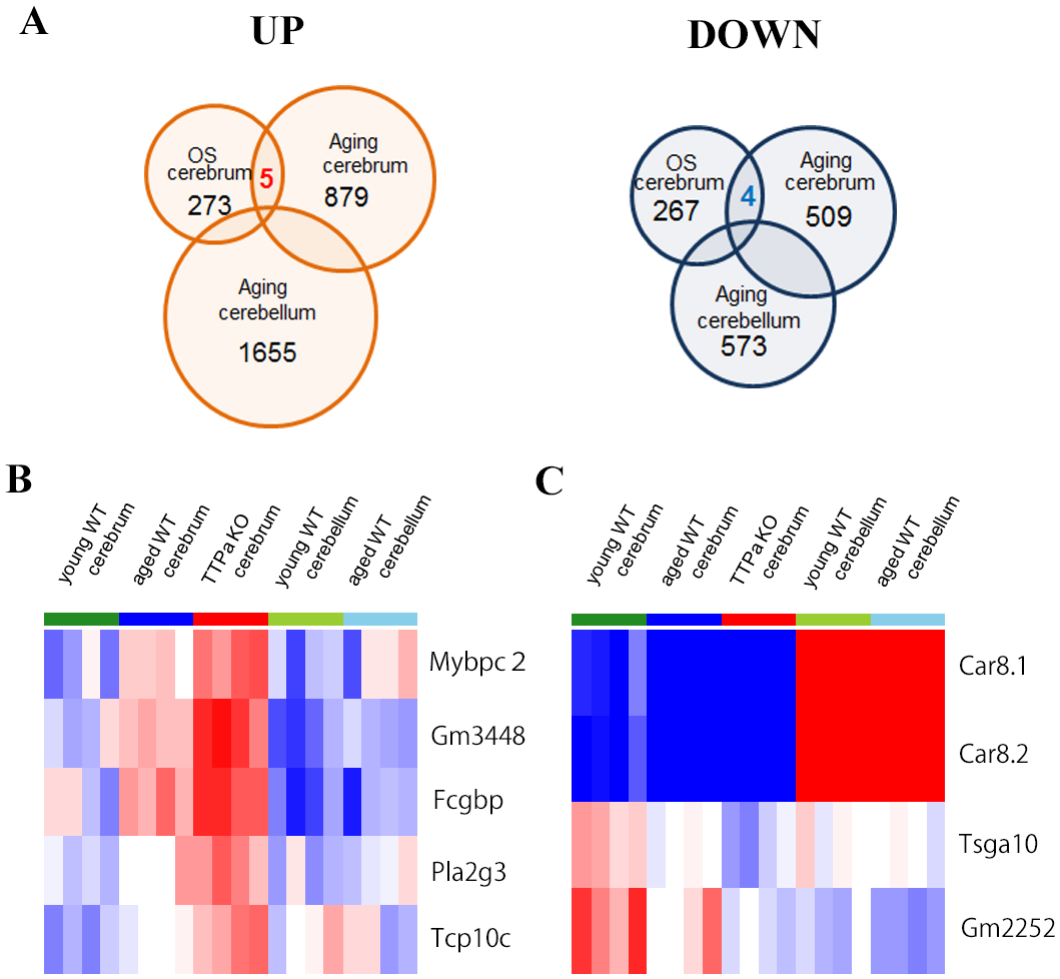
Microarray analysis of cerebrum specific genes regulated by oxidative stress and aging. *A*, Each circle is indicating the numbers of either up or down regulated genes by oxidative stress, aging in the cerebrum and in the cerebellum. Five genes were up-regulated and four genes were down regulated by both oxidative stress and aging in the cerebrum without significant changes in the cerebellum. *B*, The heat maps of five genes up-regulated and *C*, four genes down-regulated by oxidative stress and aging. Red indicates up-regulated genes and blue indicates down-regulated genes, while white indicates no significant change in expression. The color gradients indicate the intensity of expression. The data shows the results of four mice per each group. Abbreviation used; OS; oxidative stress.

### Induction of Pla2g3 expression in cerebrum by oxidative stress

We confirmed that Pla2g3 mRNA was significantly increased in the cerebrum of wild-type and *Ttpa* ^-/-^ mice fed with vitamin E deficient diet compared to wild-type mice fed with normal diet by qRT-PCR (Fig 2A). In contrast, the expression of Pla2g3 mRNA was not affected under oxidative stress in cerebellum (Fig 2B). The increased Pla2g3 protein expression in cerebral cortex by oxidative stress was also confirmed by western blot (Fig 2C). Thus, Pla2g3 could be one of candidate genes involved in this region specific acceleration of Aβ accumulation by oxidative stress and we studied its role further in the following experiments.

**Fig 2:**
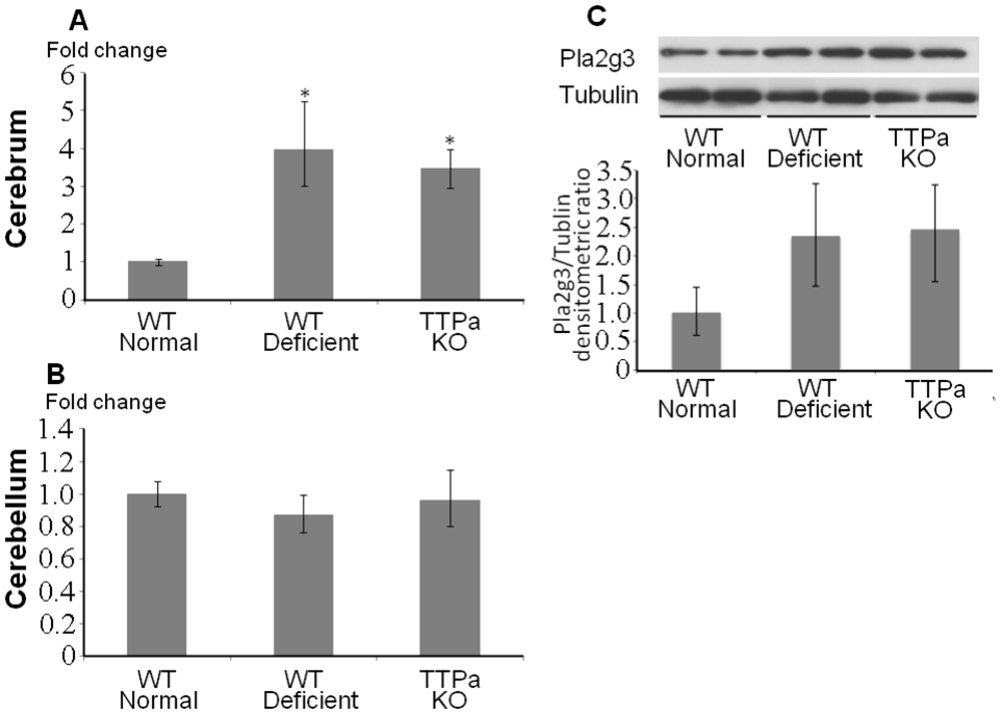
Induction of Pla2g3 expression in cerebrum by oxidative stress. *A*, *B*, Quantitative RT-PCR results of Pla2g3 in cerebrum and cerebellum are shown. Fold changes to the aged wild-type mice on normal diet are indicated. n = 4 in each group. *C*, Western blots for Pla2g3 and alpha-tubulin are shown. Abbreviation used; WT normal; wild type 29 months old mice fed on normal diet, WT deficient; 29 months old wild type mice fed on vitamin E deficient diet, ttpKO deficient; 29 months old *Ttpa* ^*-/-*^ mice fed on vitamin E deficient diet. *p<0.05.

### The expression of Pla2g3 in astrocytes is dramatically increased by oxidative stress

It has been reported that Pla2g3 is expressed in variety of cell types in many organs including brain [27]. To characterize the expression pattern of Pla2g3 in the brain by oxidative stress, we carried out immunofluorescence study. Pla2g3 signals were weak and disperse and were mostly co-localized with astrocyte marker, GFAP, in the cerebral cortex of wild-type mice (Fig 3A and 3B). On the other hand, the active astrocytes were observed in the equivalent area of *Ttpa* ^-/-^ mice cerebral cortex and the intense Pla2g3 signals were induced in those active astrocytes (Fig 3C and 3D arrowheads). Pla2g3 induction was not observed in an acute oxidative stress accompany with the gliosis by ischemia (Fig 3E and 3F) or traumatic brain injury (Fig 3G and 3H) to the cerebral cortex, suggesting that the chronic oxidative stress is a key condition to induce Pla2g3 expression in astrocytes *in vivo*.

**Fig 3:**
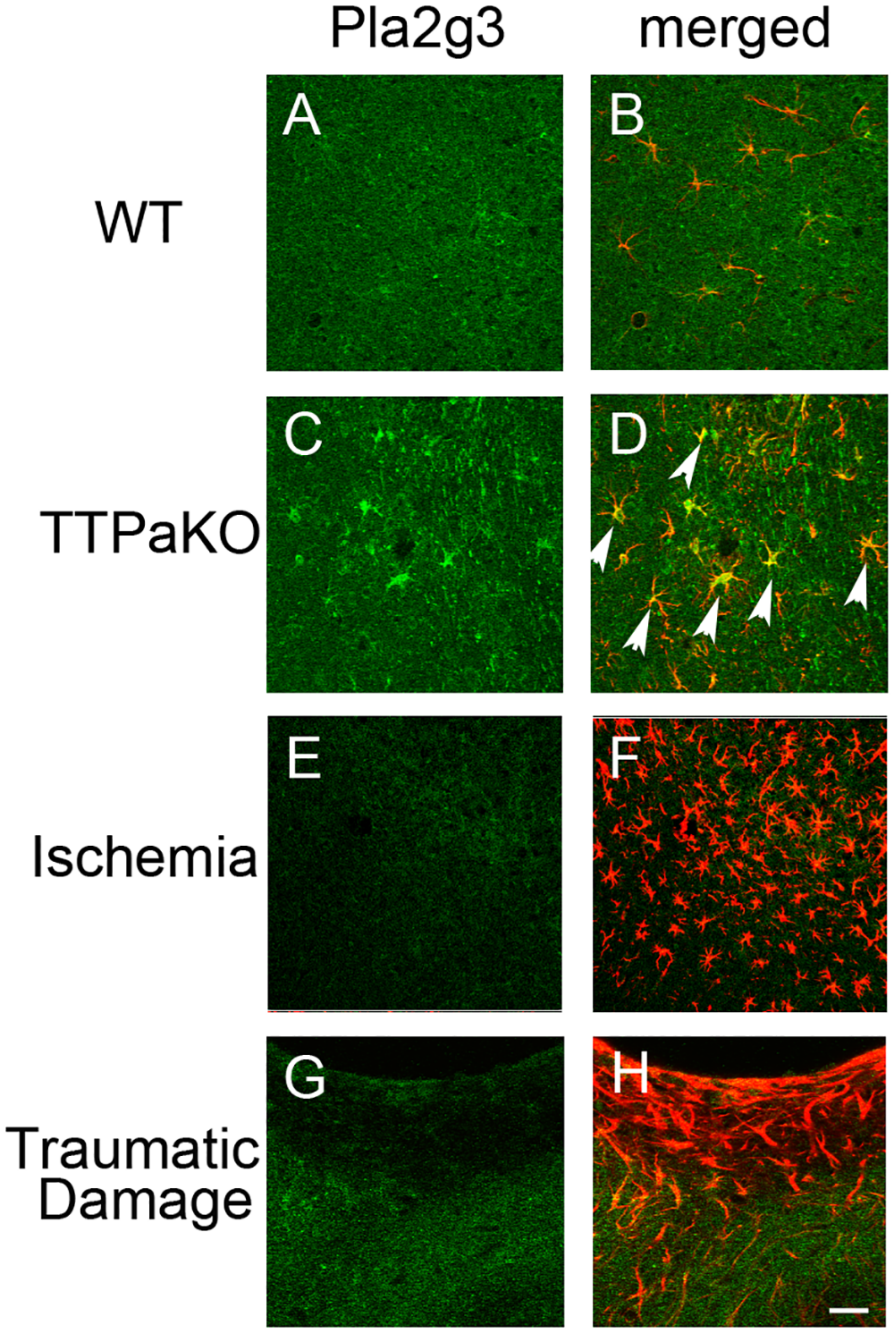
Astrocytic expression of Pla2g3 by chronic oxidative stress. Double immunostaining of Pla2g3 (green) and GFAP (red) in 29 months old wild type mouse (A, B), 29 months old *Ttpa* ^-/-^ mouse (C, D), Ischemic site (E, F) and traumatic injury site (G, H) of cerebral cortex of wild type mice. Arrow heads indicate the strong Pla2g3 expression in astrocytes of *Ttpa* ^-/-^ cortex. Scale bar: 50 μm.

### Overexpression of Pla2g3 reduces IDE expression

We previously reported that the clearance of Aβ from brain was decreased in *Ttpa* ^-/-^ mice compared with wild-type mice, mainly due to the decreased expression level of IDE [17]. Surprisingly, IDE expression was significantly decreased in TR-AST cells after exposure to hydrogen peroxide in both a time-dependent and dose-dependent manner (Fig 4A) and IDE expression of rat primary astrocytes also showed extremely high sensitivity to hydrogen peroxide (Fig 4B).

**Fig 4:**
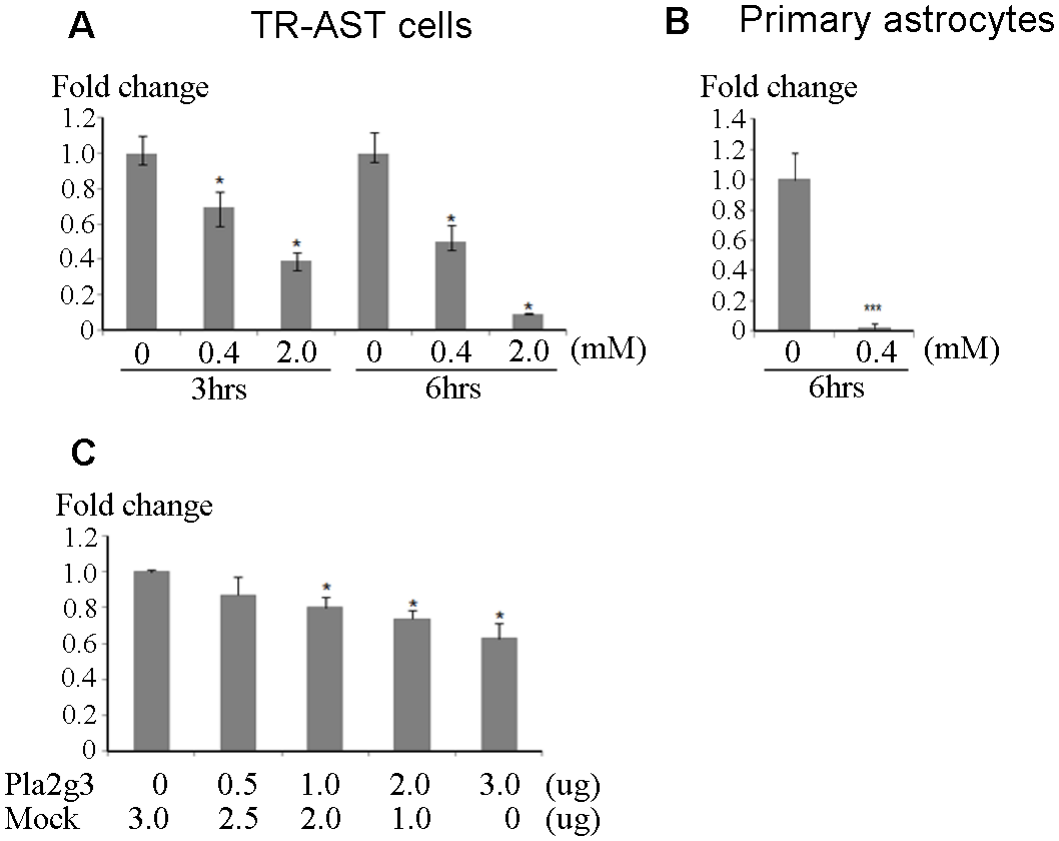
Overexpression of Pla2g3 reduces IDE expression. *A*, *B*, Quantitative RT-PCR result of IDE in TR-AST cells and rat primary astrocytes. TR-AST cells and primary astrocytes were treated with hydrogen peroxide in indicated conditions. Fold changes to the non-treated cells as controls are indicated. *C*, Quantitative PCR results of IDE in Pla2g3 transfected HEK293 cells. Human Pla2g3 was transiently expressed and cells were harvested after 48 hours of transfection. Fold changes to the mock control are indicated. *p<0.05, ***p<0.001.

To further study the possible role of Pla2g3 in the accumulation of Aβ, we overexpressed Pla2g3 using a cell culture system to examine whether Pla2g3 affects the endogenous expression level of IDE. Because of low transfection efficiency of primary astrocytes and TR-AST cells, we employed HEK293 cells to yield high transfection efficiency that also express IDE endogenously. In HEK293 cells, IDE expression was significantly reduced by the expression of Pla2g3 dose-dependently after 48 hours (Fig 4C). This indicates that Pla2g3 might be implicated in the accumulation of Aβ through the suppression of IDE expression.

### Increased expression of Pla2g3 in AD patients

We next examined the expression of Pla2g3 in AD patients. DAB staining using anti-Pla2g3 antibody showed only weak and diffused staining in frontal cortex of normal control brains (Fig 5A). On the other hand, in AD brains, the intense Pla2g3-immunoreactivity was observed in the external granular layer (Layer II) and the signals were spread to the deeper layers. The quantitative analysis of Pla2g3-immunoreactive cells demonstrated significant increase in cerebral cortex of AD (Fig 5B). Immunofluorescence studies revealed only disperse staining of Pla2g3 in normal controls (Fig 5C) as compared to the intensive Pla2g3 staining co-localized with GFAP signals observed in AD patients (Fig 5F and 5H arrow heads), indicating that Pla2g3 expression is promoted mostly in astrocytes of AD patients. Together with the earlier findings, Pla2g3 might be involved in the initiation and/or progression of AD through IDE suppression in astrocytes.

**Fig 5:**
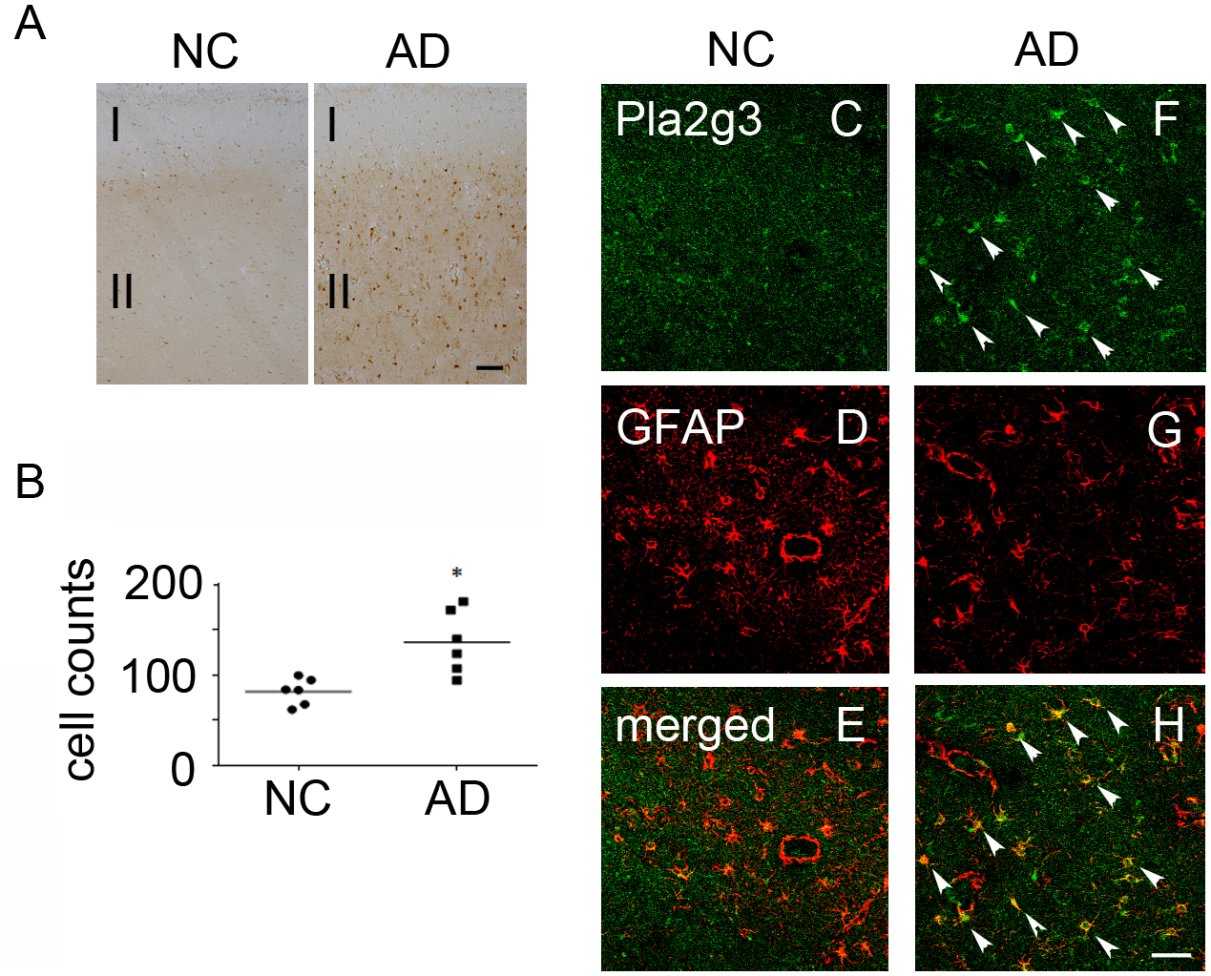
Increased expression of Pla2g3 in frontal cortex of AD patients. *A*, Pla2g3 expression in normal control brain and AD brain. The images are representative of 6 cases in each group. Frontal cortex was stained with anti-Pla2g3 antibody. *B*, Analysis of Pla2g3-positive cell numbers in frontal cortex. *p<0.05 *C-H*, Double immunostaining of Pla2g3 and GFAP in normal control brain (C-E) and AD brain (F-H). Arrowheads indicate the intensive staining of Pla2g3 in astrocytes of AD brain. Scale bars: *A*, 300 μm; *C*, 50 μm. Abbreviation used; NC; normal control, AD; Alzheimer’s disease patient, I; Molecular layer, II; External granular layer.

## Discussion

The lipids of the brain, such as phosphatidylcholine, are integrated in the phospholipid membrane of brain cells and at one time were believed to have only a structural role. PLA2s are a diverse family of enzymes that catalyze the cleavage of fatty acids at the sn-2 position of glycerophospholipids to generate lysophospholipids and free fatty acids including arachidonic acids, which are important second messengers in signal transduction [28,29]. PLA2 are categorized into three groups, Ca^2+^-dependent cytosolic PLA2 (cPla2), Ca^2+^-independent PLA2 (iPla2), and Ca^2+^-dependent secretory PLA2 (sPla2) which includes Pla2g3. It has been established that brain lipids participate both in the function and in structure of brain cells and PLA2s play a key role not only in physiological events but also in pathological events such as neurogenesis [30–32] and neuronal cell death [33–38].

In the present study, we demonstrated that Pla2g3 expression is increased in cerebral cortex but not in cerebellum by chronic oxidative stress with vitamin E deficiency. 

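On the arrays, the Pla2g3 signal in the cerebellum was -2.13 ± 0.53 in young wild-type, -1.75 ± 0.34 in aged wild-type and -1.67 ± 0.51 in deficient-diet *Ttpa* -/- mice (SD, n = 4 mice each). The log2 difference between *Ttpa* -/- and aged wild-type cerebellum was 0.08 (standard error 0.40, adjusted p = 0.932 by limma). Its sign changed without *Ttpa* -/- replicate 2 (-0.17) or without wild-type replicate 1 (-0.04). The change with oxidative stress in the cerebrum exceeded that in the cerebellum by 0.51 (standard error 0.57). A test of this difference between the regions gave an adjusted p of 0.642. In the wild-type mice, the deficient diet went with a change of 1.05 in the cerebrum (adjusted p = 0.2001) and of 0.83 in the cerebellum (adjusted p = 0.232). Replicate 4 of the deficient diet had the lowest Pla2g3 signal in both regions, -1.86 against -0.07 to 0.47 and -2.33 against -1.11 to 0.24. Without it the changes were 1.55 and 1.30, and both were called (adjusted p = 0.0169 and 0.0354). With the other arrays of these groups left out in turn they were not called, with adjusted p up to 0.708 and 0.648.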

Pla2g3 is expressed both in neurons and astrocytes but oxidative stress-induced Pla2g3 expression is predominantly in astrocytes in the cerebrum. It is particularly noteworthy that this increased Pla2g3 expression is absent in the astrogliosis induced by the ischemia or traumatic brain injury to the cerebral cortex, indicating that not the acute oxidative stresses but the chronic oxidative stress is the essential factor for induction of Pla2g3 expression *in vivo*. Moreover, Pla2g3 expression is not associated with the formation of reactive astrocytes. This brain region-specific astrocytic induction of Pla2g3 may be due to the regional differences of vulnerability to the accumulation of oxidative stress during aging. In fact, cerebellum has been reported to be more resistant to oxidative stress than hippocampus and frontal cortex of human brain [39], which provides a rational explanation for the cerebral cortex specific induction of Pla2g3 we observed. Additionally, Pla2g5 and iPla2 did not increase significantly and Pla2g2e was not detectable by oxidative stress *in vivo* despite a marked simultaneous increase in TR-AST cells after hydrogen peroxide treatment (S1 Fig), suggesting that the regulation of PLA2s gene expression varies among the family to support the complex lipids metabolism in the brain and each PLA2 might execute distinct cellular processes.

PLA2s participate in a variety of physiological processes, including remodeling of cellular membranes, signal transductions and host defense. Pla2g3 is expressed in a wide variety of organs but is most abundant in testis and brain [28]. Human Pla2g3 has been suggested to be involved in atherosclerosis in apo-E deficient mice [40], and its overexpression causes spontaneous skin inflammation in human Pla2g3-transgenic mice [41]. Recent study has shown that Pla2g3 plays a key role in maturation of mast cells *in vivo* [42], indicating Pla2g3 modulates gene expression profile in certain cells. However, the function of Pla2g3 in the brain has not been fully understood. Bee venom Pla2g3 has been demonstrated to cause apoptosis in rat primary cortical neurons [43] although human Pla2g3 has pro-survival effects on PC12 cells and promotes its neuron-like differentiation [33]. In the current study, human Pla2g3 transfected HEK293 cells also did not show any apoptotic signs after 48 hours of transfection (data not shown). Moreover, despite the profound induction of apoptosis observed in the region of ischemia and traumatic brain injury site of the mice, no induction of Pla2g3 expression was observed in this time course. Together with previous reports, our results indicate that Pla2g3 is not directly involved in apoptosis so that there may be a functional difference between bee venom and human Pla2g3. It is of note we found that human Pla2g3 is capable of reducing IDE expression *in vitro*. Expression of many genes including proteases, cytokines and chemokines are affected by Pla2g3 and those changes are considered to be mediated by bioactive lipid mediators [44], thus, IDE expression could be influenced by the lipid mediator pathways acting directly downstream of Pla2g3. Although other PLA2s are possibly capable of reducing IDE expression because of the same enzymatic activities they possess, they are less likely to be involved in AD pathophysiology since either their expression was undetectable by qRT-PCR or unchanged by chronic oxidative stress (S1 Fig).

AD is a progressive neurodegenerative disorder, which leads to the most common causes of dementia. The alteration of amyloid precursor protein (APP) processing, the aggregation and/or clearance of Aβ can be considered crucial in the progression of AD. We previously reported that the production of Aβ was not changed but the clearance of Aβ from brain was prominently decreased in *APPsw*/*Ttpa* ^-/-^ double mutant mice causing accelerated Aβ accumulation compared with *APPsw* mice, indicating that oxidative stress has a profound effect on Aβ clearance. One of enzymes involved in Aβ homeostasis is IDE, which degrades Aβ and plays a role on Aβ efflux from brain [45]. In *Ttpa* ^-/-^ mice, IDE expression is markedly decreased compared to wild type mice. We demonstrated that overexpression of human Pla2g3 suppresses IDE expression in a dose-dependent manner. Therefore, we presume that Pla2g3 is one of the responsible factors for the acceleration of Aβ accumulation through decreased IDE expression. As a robust IDE expression in human astrocytes has been also reported [46], induction of Pla2g3 expression may reduce IDE expression in astrocytes although previous studies of IDE regulation in AD gave inconsistent results, which showed either reduction [47–49] or induction of IDE in AD [50]. We could not exclude the possibility that not only suppression of IDE, but also human Pla2g3-induced inflammation [41] and neuronal cell death [51] would be closely related to the progression of AD pathophysiology. Crossing *APPsw* mice with Pla2g3 knockout mice could be another possible study to comprehend the further role of Pla2g3 involved in AD pathology.

In summary, our data indicate that Pla2g3 plays a pivotal role in suppression of IDE. Thus, increased Pla2g3 expression in the astrocytes by chronic oxidative stress may disrupt Aβ homeostasis, which ultimately leads to the initiation and/or progression of AD. Consequently, the Pla2g3 and IDE pathway could be a suitable target for the development of novel treatment strategies for AD.

## Supporting Information

S1 ARRIVE Checklist Completed “The ARRIVE Guidelines Checklist” for reporting animal data in this manuscript. (PDF) Click here for additional data file.

S1 Fig PLA2s expression in TR-AST and mouse cerebral cortex under oxidative stress. *A*, Quantitative PCR results of PLA2s expression in TR-AST cells treated with 2mM hydrogen peroxide for 6 hours compared with non-treated controls. Fold changes to non-treated controls are indicated. *B*-*D*, Quantitative PCR results of indicated PLA2s in mouse cortex. Fold changes to the aged wild-type mice on normal diet are indicated. n = 4 in each group. Abbreviation used; WT normal; wild type 29 months old mice fed on normal diet, WT def; 29 months old wild type mice fed on Vitamin E deficient diet, ttpKO def; 29 months old *Ttpa* ^*-/-*^ mice fed on Vitamin E deficient diet.
(TIF) Click here for additional data file.

S1 Table Nucleotide sequences of oligonucleotides used in this study. The sequences are shown in 5’ to 3’ direction.
(TIF) Click here for additional data file.

## References

[1] SelkoeDJ. Alzheimer's disease: genes, proteins, and therapy. Physiol Rev. 2001;81(2):741–66. .1127434310.1152/physrev.2001.81.2.741

[2] HardyJ, AllsopD. Amyloid deposition as the central event in the aetiology of Alzheimer's disease. Trends Pharmacol Sci. 1991;12(10):383–8. .176343210.1016/0165-6147(91)90609-v

[3] HardyJ, SelkoeDJ. The amyloid hypothesis of Alzheimer's disease: progress and problems on the road to therapeutics. Science. 2002;297(5580):353–6. 10.1126/science.1072994 .12130773

[4] KatzmanR, SaitohT. Advances in Alzheimer's disease. FASEB J. 1991;5(3):278–86. .2001787

[5] BrookmeyerR, EvansDA, HebertL, LangaKM, HeeringaSG, PlassmanBL, et al National estimates of the prevalence of Alzheimer's disease in the United States. Alzheimers Dement. 2011;7(1):61–73. 10.1016/j.jalz.2010.11.007 21255744PMC3052294

[6] SperlingRA, AisenPS, BeckettLA, BennettDA, CraftS, FaganAM, et al Toward defining the preclinical stages of Alzheimer's disease: recommendations from the National Institute on Aging-Alzheimer's Association workgroups on diagnostic guidelines for Alzheimer's disease. Alzheimers Dement. 2011;7(3):280–92. 10.1016/j.jalz.2011.03.003 21514248PMC3220946

[7] HsiaoK, ChapmanP, NilsenS, EckmanC, HarigayaY, YounkinS, et al Correlative memory deficits, Abeta elevation, and amyloid plaques in transgenic mice. Science. 1996;274(5284):99–102. .881025610.1126/science.274.5284.99

[8] KawarabayashiT, YounkinLH, SaidoTC, ShojiM, AsheKH, YounkinSG. Age-dependent changes in brain, CSF, and plasma amyloid (beta) protein in the Tg2576 transgenic mouse model of Alzheimer's disease. J Neurosci. 2001;21(2):372–81. .1116041810.1523/JNEUROSCI.21-02-00372.2001PMC6763819

[9] BarnhamKJ, MastersCL, BushAI. Neurodegenerative diseases and oxidative stress. Nat Rev Drug Discov. 2004;3(3):205–14. 10.1038/nrd1330 .15031734

[10] MoreiraPI, SmithMA, ZhuX, NunomuraA, CastellaniRJ, PerryG. Oxidative stress and neurodegeneration. Ann N Y Acad Sci. 2005;1043:545–52. 10.1196/annals.1333.062 .16037277

[11] AgostinhoP, CunhaRA, OliveiraC. Neuroinflammation, oxidative stress and the pathogenesis of Alzheimer's disease. Curr Pharm Des. 2010;16(25):2766–78. .2069882010.2174/138161210793176572

[12] MüllerWE, EckertA, KurzC, EckertGP, LeunerK. Mitochondrial dysfunction: common final pathway in brain aging and Alzheimer's disease—therapeutic aspects. Mol Neurobiol. 2010;41(2–3):159–71. 10.1007/s12035-010-8141-5 .20461558

[13] SantosRX, CorreiaSC, WangX, PerryG, SmithMA, MoreiraPI, et al Alzheimer's disease: diverse aspects of mitochondrial malfunctioning. Int J Clin Exp Pathol. 2010;3(6):570–81. 20661404PMC2907118

[14] ButterfieldDA, LauderbackCM. Lipid peroxidation and protein oxidation in Alzheimer's disease brain: potential causes and consequences involving amyloid beta-peptide-associated free radical oxidative stress. Free Radic Biol Med. 2002;32(11):1050–60. .1203188910.1016/s0891-5849(02)00794-3

[15] YokotaT, IgarashiK, UchiharaT, JishageK, TomitaH, InabaA, et al Delayed-onset ataxia in mice lacking alpha -tocopherol transfer protein: model for neuronal degeneration caused by chronic oxidative stress. Proc Natl Acad Sci U S A. 2001;98(26):15185–90. 10.1073/pnas.261456098 11752462PMC65004

[16] NishidaY, ItoS, OhtsukiS, YamamotoN, TakahashiT, IwataN, et al Depletion of vitamin E increases amyloid beta accumulation by decreasing its clearances from brain and blood in a mouse model of Alzheimer disease. J Biol Chem. 2009;284(48):33400–8. 10.1074/jbc.M109.054056 19679659PMC2785184

[17] NishidaY, YokotaT, TakahashiT, UchiharaT, JishageK, MizusawaH. Deletion of vitamin E enhances phenotype of Alzheimer disease model mouse. Biochem Biophys Res Commun. 2006;350(3):530–6. 10.1016/j.bbrc.2006.09.083 .17026966

[18] LovellMA, EhmannWD, ButlerSM, MarkesberyWR. Elevated thiobarbituric acid-reactive substances and antioxidant enzyme activity in the brain in Alzheimer's disease. Neurology. 1995;45(8):1594–601. .764405910.1212/wnl.45.8.1594

[19] FengL, LongHY, LiuRK, SunDN, LiuC, LongLL, et al A quantum dot probe conjugated with aβ antibody for molecular imaging of Alzheimer's disease in a mouse model. Cell Mol Neurobiol. 2013;33(6):759–65. 10.1007/s10571-013-9943-6 .23695800PMC11497885

[20] IchijoM, IshibashiS, LiF, YuiD, MikiK, MizusawaH, et al Sphingosine-1-Phosphate Receptor-1 Selective Agonist Enhances Collateral Growth and Protects against Subsequent Stroke. PLoS One. 2015;10(9):e0138029 10.1371/journal.pone.0138029 26367258PMC4569572

[21] AjiokaI, JinnouH, OkadaK, SawadaM, SaitohS, SawamotoK. Enhancement of neuroblast migration into the injured cerebral cortex using laminin-containing porous sponge. Tissue Eng Part A. 2015;21(1–2):193–201. 10.1089/ten.TEA.2014.0080 .25010638

[22] YuiD, YonedaT, OonoK, KatayamaT, ImaizumiK, TohyamaM. Interchangeable binding of Bcl10 to TRAF2 and cIAPs regulates apoptosis signaling. Oncogene. 2001;20(32):4317–23. .1146661210.1038/sj.onc.1204576

[23] TetsukaK, HosoyaKI, OhtsukiS, TakanagaH, YanaiN, UedaM, et al Acidic amino acid transport characteristics of a newly developed conditionally immortalized rat type 2 astrocyte cell line (TR-AST). Cell Struct Funct. 2001;26(4):197–203. .1169963610.1247/csf.26.197

[24] ButenkoO, DzambaD, BenesovaJ, HonsaP, BenfenatiV, RusnakovaV, et al The increased activity of TRPV4 channel in the astrocytes of the adult rat hippocampus after cerebral hypoxia/ischemia. PLoS One. 2012;7(6):e39959 10.1371/journal.pone.0039959 22761937PMC3384594

[25] Sanchez-OrtizE, YuiD, SongD, LiY, RubensteinJL, ReichardtLF, et al TrkA gene ablation in basal forebrain results in dysfunction of the cholinergic circuitry. J Neurosci. 2012;32(12):4065–79. 10.1523/JNEUROSCI.6314-11.2012 22442072PMC3403817

[26] LiY, YuiD, LuikartBW, McKayRM, RubensteinJL, ParadaLF. Conditional ablation of brain-derived neurotrophic factor-TrkB signaling impairs striatal neuron development. Proc Natl Acad Sci U S A. 2012;109(38):15491–6. 10.1073/pnas.1212899109 22949667PMC3458400

[27] SatoH, TaketomiY, IsogaiY, MikiY, YamamotoK, MasudaS, et al Group III secreted phospholipase A2 regulates epididymal sperm maturation and fertility in mice. J Clin Invest. 2010;120(5):1400–14. 10.1172/JCI40493 20424323PMC2860917

[28] DennisEA. Diversity of group types, regulation, and function of phospholipase A2. J Biol Chem. 1994;269(18):13057–60. .8175726

[29] DennisEA. The growing phospholipase A2 superfamily of signal transduction enzymes. Trends Biochem Sci. 1997;22(1):1–2. .902058110.1016/s0968-0004(96)20031-3

[30] SmalheiserNR, DissanayakeS, KapilA. Rapid regulation of neurite outgrowth and retraction by phospholipase A2-derived arachidonic acid and its metabolites. Brain Res. 1996;721(1–2):39–48. .879308210.1016/0006-8993(96)00134-5

[31] IkenoY, KonnoN, CheonSH, BolchiA, OttonelloS, KitamotoK, et al Secretory phospholipases A2 induce neurite outgrowth in PC12 cells through lysophosphatidylcholine generation and activation of G2A receptor. J Biol Chem. 2005;280(30):28044–52. 10.1074/jbc.M503343200 .15927955

[32] MasudaS, MurakamiM, TakanezawaY, AokiJ, AraiH, IshikawaY, et al Neuronal expression and neuritogenic action of group X secreted phospholipase A2. J Biol Chem. 2005;280(24):23203–14. 10.1074/jbc.M500985200 .15781456

[33] SchaefferEL, da SilvaER, NovaesBeA, SkafHD, GattazWF. Differential roles of phospholipases A2 in neuronal death and neurogenesis: implications for Alzheimer disease. Prog Neuropsychopharmacol Biol Psychiatry. 2010;34(8):1381–9. 10.1016/j.pnpbp.2010.08.019 .20804810

[34] YagamiT, UedaK, AsakuraK, HataS, KurodaT, SakaedaT, et al Human group IIA secretory phospholipase A2 induces neuronal cell death via apoptosis. Mol Pharmacol. 2002;61(1):114–26. .1175221210.1124/mol.61.1.114

[35] YagamiT, UedaK, AsakuraK, NakazatoH, HataS, KurodaT, et al Human group IIA secretory phospholipase A2 potentiates Ca2+ influx through L-type voltage-sensitive Ca2+ channels in cultured rat cortical neurons. J Neurochem. 2003;85(3):749–58. .1269440110.1046/j.1471-4159.2003.01712.x

[36] KriemB, SponneI, FifreA, Malaplate-ArmandC, Lozac'h-PillotK, KozielV, et al Cytosolic phospholipase A2 mediates neuronal apoptosis induced by soluble oligomers of the amyloid-beta peptide. FASEB J. 2005;19(1):85–7. 10.1096/fj.04-1807fje .15486059

[37] Sanchez-MejiaRO, NewmanJW, TohS, YuGQ, ZhouY, HalabiskyB, et al Phospholipase A2 reduction ameliorates cognitive deficits in a mouse model of Alzheimer's disease. Nat Neurosci. 2008;11(11):1311–8. 10.1038/nn.2213 18931664PMC2597064

[38] ChiricozziE, Fernandez-FernandezS, NardicchiV, AlmeidaA, BolañosJP, GoracciG. Group IIA secretory phospholipase A2 (GIIA) mediates apoptotic death during NMDA receptor activation in rat primary cortical neurons. J Neurochem. 2010;112(6):1574–83. 10.1111/j.1471-4159.2010.06567.x .20067579

[39] VenkateshappaC, HarishG, MahadevanA, Srinivas BharathMM, ShankarSK. Elevated oxidative stress and decreased antioxidant function in the human hippocampus and frontal cortex with increasing age: implications for neurodegeneration in Alzheimer's disease. Neurochem Res. 2012;37(8):1601–14. 10.1007/s11064-012-0755-8 22461064

[40] SatoH, KatoR, IsogaiY, SakaG, OhtsukiM, TaketomiY, et al Analyses of group III secreted phospholipase A2 transgenic mice reveal potential participation of this enzyme in plasma lipoprotein modification, macrophage foam cell formation, and atherosclerosis. J Biol Chem. 2008;283(48):33483–97. 10.1074/jbc.M804628200 18801741PMC2662271

[41] SatoH, TaketomiY, IsogaiY, MasudaS, KobayashiT, YamamotoK, et al Group III secreted phospholipase A2 transgenic mice spontaneously develop inflammation. Biochem J. 2009;421(1):17–27. 10.1042/BJ20082429 19371233PMC2708930

[42] TaketomiY, UenoN, KojimaT, SatoH, MuraseR, YamamotoK, et al Mast cell maturation is driven via a group III phospholipase A2-prostaglandin D2-DP1 receptor paracrine axis. Nat Immunol. 2013;14(6):554–63. 10.1038/ni.2586 23624557PMC4065307

[43] DeCosterMA. Group III secreted phospholipase A2 causes apoptosis in rat primary cortical neuronal cultures. Brain Res. 2003;988(1–2):20–8. .1451952310.1016/s0006-8993(03)03326-2

[44] EdbauerD, WillemM, LammichS, SteinerH, HaassC. Insulin-degrading enzyme rapidly removes the beta-amyloid precursor protein intracellular domain (AICD). J Biol Chem. 2002;277(16):13389–93. 10.1074/jbc.M111571200 .11809755

[45] MurakamiM, TaketomiY. Secreted phospholipase A2 and mast cells. Allergol Int. 2015;64(1):4–10. 10.1016/j.alit.2014.07.005 .25572553

[46] MulderSD, VeerhuisR, BlankensteinMA, NielsenHM. The effect of amyloid associated proteins on the expression of genes involved in amyloid-β clearance by adult human astrocytes. Exp Neurol. 2012;233(1):373–9. 10.1016/j.expneurol.2011.11.001 .22101005

[47] PérezA, MorelliL, CrestoJC, CastañoEM. Degradation of soluble amyloid beta-peptides 1–40, 1–42, and the Dutch variant 1-40Q by insulin degrading enzyme from Alzheimer disease and control brains. Neurochem Res. 2000;25(2):247–55..1078670910.1023/a:1007527721160

[48] CookDG, LeverenzJB, McMillanPJ, KulstadJJ, EricksenS, RothRA, et al Reduced hippocampal insulin-degrading enzyme in late-onset Alzheimer's disease is associated with the apolipoprotein E-epsilon4 allele. Am J Pathol. 2003;162(1):313–9. 1250791410.1016/s0002-9440(10)63822-9PMC1851126

[49] ZhaoZ, XiangZ, HaroutunianV, BuxbaumJD, StetkaB, PasinettiGM. Insulin degrading enzyme activity selectively decreases in the hippocampal formation of cases at high risk to develop Alzheimer's disease. Neurobiol Aging. 2007;28(6):824–30. 10.1016/j.neurobiolaging.2006.05.001 .16769157

[50] DorfmanVB, PasquiniL, RiudavetsM, López-CostaJJ, VillegasA, TroncosoJC, et al Differential cerebral deposition of IDE and NEP in sporadic and familial Alzheimer's disease. Neurobiol Aging. 2010;31(10):1743–57. 10.1016/j.neurobiolaging.2008.09.016 19019493PMC3266723

[51] Martínez-GarcíaA, SastreI, RecueroM, AldudoJ, VilellaE, MateoI, et al PLA2G3, a gene involved in oxidative stress induced death, is associated with Alzheimer's disease. J Alzheimers Dis. 2010;22(4):1181–7. 10.3233/JAD-2010-101348 .20930276

How the deposited data were processed for this re-analysis (not part of the article)

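Gene expression was measured in the cerebral cortex and the cerebellum of mice on 40 Agilent 1-colour arrays, 4 for each of 10 groups. The groups of each region were wild-type mice of 2 months and of 29 months on the normal diet, wild-type mice of 29 months on the deficient diet, and *Ttpa* -/- mice of 29 months on the deficient or the supplemented diet. Conditions were taken from the deposited labels.

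For each array, the authors deposited the scanner's table of spots, made with Feature Extraction 10.7.3.1, with 61 columns, of which 15 were used and 46 were not. Its processed signal is an intensity, background-subtracted and detrended within the array and not normalized between arrays. Its mean signal and local background are intensities of the pixels without further processing, and its flags are values of 0 or 1. The authors also deposited a table of values on the log2 scale. These were checked against the intensities and equal, to a median absolute difference of 0.000915 and a 99th percentile of 0.00362, the log2 intensity minus that of the array's 75th percentile, centred on each probe's mean over the 40 arrays. The paper's methods name global normalization, R, the log2 scale and a fold change over 1.5. Its statistics section names Student's t-test for comparisons of 2 groups in general, and neither names the test used on the arrays or a correction for multiple tests.

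The processed signal was read with R 4.3.3 and data.table 1.17.8. Spots with a non-uniform feature, a non-uniform background or a population outlier flag were left out, which were 95 to 148 spots of an array. Repeated spots of a probe were averaged, and a probe counted as well above background on an array when at least 50% of its spots were. Of 55681 probes, 92 without an unflagged spot on at least 1 array were left out, and 55589 were kept. The log2 signal was scaled by subtracting the log2 of the array's 75th percentile. The 75th percentile of the processed signal was 365 to 925, the median 27.0 to 71.1, and 51.4% to 61.4% of the probes were well above background. The precision is limited by the number of arrays. A *Ttpa* -/- or wild-type group with 0 of 4 arrays above background gives a fold change only as a lower bound, and where both groups have 0 of 4 none is given.

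Groups were compared with limma 3.58.1, with a coefficient for each of the 10 groups, no block, and empirical Bayes moderation. Adjustment by Benjamini-Hochberg covered the probes well above background on all 4 arrays of at least one compared group. A call needs an adjusted p under 0.05 and a fold change over 1.5. Oxidative stress stands for *Ttpa* -/- mice on the deficient diet against aged wild-type mice on the normal diet, and aging for aged against young wild-type mice on the normal diet. Differences of an effect between the regions were tested as interactions in the same model. Single genes were also compared with an exact two-sided permutation test. The groups, the main test, the alternatives and the rule for naming genes were set before the data were examined. The text names every gene the paper names that the arrays carry, and for each of the comparisons of Fig. 1A the 3 genes with the largest rise and the 3 with the largest fall among called probes with a gene symbol whose groups do not overlap. Such a probe also had to be above background on at least 1 array of each group. This condition was not in the rule set beforehand, and it leaves out genes below background throughout 1 group. The probe with the highest mean over all arrays stands for a gene with several probes. Positions are those of the files, on mm9. Of 21916 transcript identifiers on the arrays, 20591 were found in the reference table of names, and 2224 carry another symbol there. The identifier of Gm13298 is now named Fam205a2 and that of Tcp10c is Tcp10b. Gm2252 was found neither on the arrays nor in that table.

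The alternatives were median scaling, quantile normalization, normexp background correction with an offset of 50, the authors' log2 values, no filter on dim probes, the replicate number as a block, array weights, a fit of the compared groups alone, the slide as a block, unadjusted p values, the t-test of the methods with and without adjustment, the fold change alone, genes in place of probes, other choices of the groups behind oxidative stress, the exclusion of any change in the cerebellum, and leaving out each array. The slide could not be fitted as a block, because each group lies within 1 slide. Other splits of the arrays were counted, all 35 for a comparison of 2 groups and 100 for results of more groups. The model was tested on simulated data, drawn as independent normal noise around each probe's mean with its spread within groups. These data hold no slide difference, no deviating array and no correlation between probes, so they show the best case. Of 200 probes changed 2-fold, 156 to 169 were called in the 3 comparisons of Fig. 1A, 0 of them in the wrong direction, with 2 to 5 unchanged probes called. Of 200 probes changed 4-fold, 178 to 185 were called. Lists of marker genes for cerebellum, striatum, choroid plexus, blood, sex, astrocytes, microglia and oligodendrocytes were used to look for differences in tissue. The assays of the paper other than arrays have no deposited values and were left out.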

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

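The tests of single arrays for signal, scaling or a wrong label, of the choroid plexus in the cerebellum, of Car8, of the probes on chromosome 4, of the slide in the comparisons of other groups, and the splits for aging by region and for *Ttpa* -/- cerebellum on the supplemented diet were chosen after the result was seen.

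In a group of 4 arrays, an array was singled out when its gap to the nearest other array, divided by the range of the group, passed Dixon's critical value. Of 110 groups tested, 5 passed, and chance alone passes about 1 in 20. The value of Pla2g3 in aged wild-type cerebrum was singled out with 0.952 of the range, because replicate 4 lay 0.79 above the other 3. A difference in signal or scaling of the whole array is not a sufficient explanation, since the array stayed 0.808 above the others with quantile normalization, 0.60 with normexp and 0.997 with median scaling. The gap was 0.918, 0.94 and 0.811 of the range, the last under the critical value. The second Pla2g3 probe was also highest on this array, at -3.57 against -4.53 to -4.12, which argues against a fault of a single spot. A difference between mice remains open and was not tested.

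App in young wild-type cerebellum was singled out with 0.867 of the range, through replicate 1. The scaling of the array is not a sufficient explanation, since the gap was 0.904 with quantile normalization and 0.816, under the critical value, with normexp. The 75th percentile of the signal in young wild-type cerebrum was singled out with 0.836, through replicate 2. That array also had the fewest probes well above background, 28623 against 28855 to 31699 on the others of its group, so that a dim array may explain it. Without it, 4 probes were called down-regulated by oxidative stress and aging in the cerebrum in place of 2, and 3 in place of 1 were left in the cerebrum only. The number of probes well above background in deficient-diet wild-type cerebrum was singled out with 0.891, through replicate 1 with 29720. The 75th percentile of its signal, 463, lay within the 453 to 500 of the other arrays, while its median signal, 31.2, was below their 33.5 to 37.9. A dim array and another cause cannot be told apart here, because the 2 measures disagree. Without it, 1 probe was called for the deficient diet in wild-type cerebrum in place of 63.

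Car8 in deficient-diet *Ttpa* -/- cerebellum was singled out with 0.848 of the range, because replicate 4 had a log2 signal of 3.65 and the other arrays 1.44 to 1.77. A wild-type sample under a wrong label would carry *Ttpa*, whose log2 signal on this array was -6.34, below background, against -3.62 to -3.02 in aged wild-type cerebellum. This argues against a mislabelled wild-type sample. A genetic difference between the *Ttpa* -/- mice remains open.

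The change with oxidative stress differed between cerebrum and cerebellum for 1067 probes, tested as an interaction, of which 603 were higher and 464 lower in the cerebrum. Of 100 random splits of the arrays within each region, the real one included, 4 gave as many calls, and the largest of the others gave 1897. Without correction for the number of such tests, this argues only weakly against chance. Without replicate 4 of the deficient-diet *Ttpa* -/- cerebrum, 1782 probes were called, and without replicate 4 of the deficient-diet *Ttpa* -/- cerebellum 592. The change with aging differed for 459 probes, 145 higher and 314 lower. For these, splits of the arrays do not exclude chance, with 8 of 100 as large. The groups lie on different slides, apart from young and aged wild-type cerebrum, so a slide difference is an untested part of both counts, beside a biological difference between the regions.

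Among the named genes, the change with aging differed between the regions for Pla2g5, Tnnc1, Ostn, Gpnmb and Ttr, tested as an interaction. The difference, cerebrum minus cerebellum, was -1.34 for Pla2g5 (adjusted p = 0.0219), where the changes were -0.68 and 0.66. It was -1.61 for Tnnc1 (adjusted p = 0.000922), with -1.54 and 0.07. Gpnmb rose in both regions and differed by -1.96 (adjusted p = 0.00271). The difference for Ostn was -5.70, but Ostn was above background on 0 of 4 arrays of both cerebral groups, so the size of this difference is not measured. Ttr differed by 7.62 (adjusted p = 0.0186), with -0.09 in the cerebrum and -7.70 in the cerebellum. Choroid plexus tissue in the young cerebellar samples would lower its other markers with age too. The median change of 7 choroid plexus genes without Ttr and Kl was -0.681, and 7 of 7 were lower, by -2.47 to -0.06. Of the list's 9 genes, limma called 2 lower. The most abundant of them, Ttr, had a log2 signal of 4.04 in young and -3.67 in aged cerebellum, and it was 5.29 in young cerebrum. Choroid plexus in those samples is therefore a candidate explanation for Ttr, Krt18 and Kl, and a change in the plexus with age remains open. A slide difference between young and aged cerebellum was not tested for these genes.

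The paper gives no counts for the array comparisons of the other groups, in which many probes were called. These were 63 for the deficient diet in wild-type cerebrum and 395 in wild-type cerebellum, 1366 for *Ttpa* -/- against wild-type cerebellum, 26 and 1535 for supplemented *Ttpa* -/- against wild-type cerebrum and cerebellum, and 961 and 105 for the deficient against the supplemented diet in *Ttpa* -/- cerebrum and cerebellum. Other splits of the arrays argue against chance for these counts, each at 1 of 35, except for the 63 probes, where 2 of 35 splits were as large. The value of 1 of 35 is the smallest possible and is not corrected for the number of such tests. Single arrays move several of the counts. Without replicate 1 of the deficient-diet wild-type mice, 1 probe was called in the cerebrum and 12 in the cerebellum, and without their replicate 4 539 and 830. Without single arrays, 9 to 77 probes were called for supplemented *Ttpa* -/- cerebrum. The lowest count came without wild-type replicate 1 or *Ttpa* -/- replicate 3, and the highest without *Ttpa* -/- replicate 1. The range was 459 to 1481 for the diet in *Ttpa* -/- cerebrum, without replicates 1 and 4 of the deficient diet, and 43 to 233 in the cerebellum, without replicates 1 and 2. The 8 comparisons across slides called 26 to 1540 probes, with a median of 1163.5, and the 4 within a slide 9 to 586, with a median of 250. The largest count across slides among the comparisons without counts in the paper was 1535. Because 5 slides hold the 10 groups, a slide difference and a difference by genotype or diet cannot be told apart across slides.

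In all 4 comparisons of *Ttpa* -/- with aged wild-type mice, by region and by diet, 4 probes were called in the same direction. They were chosen after their values were seen: 2 probes of Car8 and 1 of Tle1, both on chromosome 4, were lower, and a probe without a gene name on chromosome 14 was higher. Car8 changed by -2.58 to -2.89 in the cerebellum. If variants carried along with the *Ttpa* locus were behind Car8, other probes that changed over 1.5-fold in the same direction in all 4 comparisons would lie on chromosome 4. Of 20 others with a position, 3 did, which is 15% against 6.48% of the probes tested (Fisher's exact test, p = 0.136), and none of these was among the 171 probes tested within 15 Mb of *Ttpa*. They are too few to decide this. Car8 itself was left out of these counts. Its brighter probe starts at 8070545 and so lies within 15 Mb of the *Ttpa* probe, which starts at 19957856. A variant linked to *Ttpa* therefore remains open for Car8. Low vitamin E in the diet would lower Car8 in wild-type mice on the deficient diet and spare *Ttpa* -/- mice on the supplemented diet. In wild-type cerebellum the deficient diet changed Car8 by -0.304 (second probe -0.08), and supplemented *Ttpa* -/- cerebellum was lower by 2.89, which argues against the diet as the cause there. In wild-type cerebrum it changed by -0.43 and the second probe by -1.27 with the deficient diet, neither of them called. Vitamin E in the brain was not measured, and a lack of it through the genotype remains open.

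Between 41 and 44 Mb of chromosome 4, 16 of 84 tested probes were lower and 1 was higher with oxidative stress in the cerebrum. This window was chosen after its values were seen. The 16 probes belong to 10 genes, counting a probe without a gene name as a gene. Among the genes are Gm13298 and 4933409K07Rik, and the 16 probes changed by -4.58 to -1.03. Of them, 14 were also called lower in deficient-diet *Ttpa* -/- cerebellum, while the 16 probes changed by -0.66 to 0.37 in the comparisons of supplemented *Ttpa* -/- mice. Swapped diet labels in the cerebrum would leave the cerebellum out of step, but 4 of 4 deficient-diet cerebellar arrays were below all supplemented ones, which argues against labels swapped in the cerebrum alone. Diet labels swapped in both regions would leave them in step and remain open. A strain variant in the deficient-diet *Ttpa* -/- mice, such as another number of copies of these genes, would lower them in both regions, and the 14 shared probes are consistent with it. Intermediate values in replicates 2 and 4 of the cerebrum, with means of -0.40 and 0.20 against -2.35 and -2.15, and in replicate 4 of the cerebellum, with -0.25, leave open a mixed background among these mice. Replicate 2 of the cerebellum was not intermediate, at -2.62 beside -2.55 and -2.42 in replicates 1 and 3. If same-numbered arrays came from 1 mouse, which the labels do not say, replicate 2 goes against a mixed background and replicate 4 goes with it. A diet effect limited to this window was not tested apart from the strain.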

How the results depend on the processing

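The block of same-numbered arrays across the regions and the last 5 settings, on the authors' log2 values without a filter on dim probes or with other groups, were chosen after the result was seen. Counts are of called probes, up-regulated and then down-regulated where 2 are given.

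A count was taken as changed when it moved by more than 1.5 times. With the authors' values in the same limma test, no count changed. The slide as a block could not be fitted for any result, because each group lies within 1 slide. Counts of up-regulated probes for aging in the cerebellum lay between 735 and 1778 over the settings of this part.

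With median scaling, 221 probes were down-regulated by oxidative stress and 272 and 86 changed with aging in the cerebrum. In this setting 1 and 0 were shared between oxidative stress and aging, 159 were up-regulated with aging in both regions and 0 down-regulated in the cerebrum only. Of the calls for oxidative stress 82.7% were up-regulated, against 66.2% with the 75th percentile, and for aging in the cerebellum 70.3% against 79.4%. The median change of the probes moved by 0.08, -0.04 and -0.06 in the 3 comparisons. Tsga10 with oxidative stress became 0.048 and App with aging in the cerebrum -0.0078. With quantile normalization, 1 probe was down-regulated by oxidative stress and aging, 0 in the cerebrum only, and 694 were called for the deficient diet in wild-type cerebellum. Tsga10 became 0.044 with oxidative stress, and Gapdh 0.013 with aging in the cerebrum and 0.024 in the cerebellum. With normexp, 452 and 246 probes were called for oxidative stress, 216 and 64 for aging in the cerebrum, and 735 were up-regulated with aging in the cerebellum. Down-regulation was shared by 1 probe, both regions shared 135 and 7, and 0 were down-regulated in the cerebrum only. Tsga10 became 0.035. For these settings the cause was not tested.

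Without the filter on dim probes, 1116 probes were down-regulated by oxidative stress, 29 were called for the deficient diet in wild-type cerebrum and 5308 for oxidative stress by region, with more probes tested. Of the calls for oxidative stress 46.9% were then up-regulated. With array weights, 870 were down-regulated by oxidative stress and 236 by aging in the cerebrum. Oxidative stress and aging shared 4 and 4, both regions 29 down-regulated probes, and 1 and 2 were in the cerebrum only. The cause was not tested. In fits of the compared groups alone, which have fewer arrays to estimate the spread, 234 and 80 were called for aging in the cerebrum, 1 was down-regulated by both, 149 and 10 were shared by both regions and 0 were down-regulated in the cerebrum only.

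The replicate numbers do not pair the groups. Correlations of arrays with the same number across 24803 probes ranged from -0.29 to 0.302 for oxidative stress, from 0.00236 to 0.492 for aging in the cerebrum and from -0.221 to 0.239 for aging in the cerebellum. The number as a block gave 934 and 490, 447 and 144, and 1233 and 331, with 2 down-regulated in the cerebrum only. Between the cerebrum and the cerebellum of one group, same-numbered arrays correlated by 0.175 to 0.628 in deficient-diet and by 0.0665 to 0.448 in supplemented *Ttpa* -/- mice, positively on 4 of 4 pairs each, and the actual numbering was the highest of 24 in both. The level taken for pairing, over 0.1 on each pair, was met in the first alone. The correlations ranged from -0.162 to 0.38 in aged, from -0.0395 to 0.405 in deficient-diet and from -0.158 to 0.13 in young wild-type mice. The labels do not say whether a number marks 1 mouse in both regions. With these numbers as a block, 1525 probes differed between the regions for oxidative stress in place of 1067 and 688 for aging in place of 459, including all of the former ones. Pla2g3 was not called in either, with adjusted p of 0.533 and 0.9 in ranges of 0.319 to 0.751 and 0.861 to 0.999972 over the alternatives.

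At the unadjusted p, 308 were down-regulated by aging in the cerebrum and 546 in the cerebellum. Oxidative stress and aging shared 6 and 9, both regions 36 down-regulated, and 2 and 6 were in the cerebrum only. The comparisons of other groups gave 863 and 1303 for the deficient diet in wild-type cerebrum and cerebellum, 351 for supplemented *Ttpa* -/- cerebrum, 525 for the diet in *Ttpa* -/- cerebellum and 2401 for oxidative stress by region. The t-test of the methods gave 304 and 513 down-regulated with aging in the cerebrum and the cerebellum, 3 and 8 shared, 32 down-regulated in both regions, and 2 and 5 in the cerebrum only. With Benjamini-Hochberg adjustment of that test, there were 507 and 250 for oxidative stress, 186 and 59 for aging in the cerebrum, 740 up-regulated in the cerebellum, 0 down-regulated by both, 101 and 6 in both regions, and 0 down-regulated in the cerebrum only. For the unadjusted p the threshold alone differs. The t-test also takes the spread from the 2 groups alone, and the cause was not tested apart. In the simulated data, the t-test without adjustment called 154 to 253 unchanged probes.

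By fold change alone, 919 were down-regulated by oxidative stress, 777 and 400 changed with aging in the cerebrum and 725 were down-regulated in the cerebellum. Shared were 11 and 13, both regions 437 and 45, and the cerebrum only 5 and 9. On the authors' values the fold change alone gave the same counts, apart from 916 and 728 down-regulated by oxidative stress and by aging in the cerebellum. The t-test on the authors' values gave 305 and 514 down-regulated for aging, 3 and 8 shared, 32 in both regions, and 2 and 5 in the cerebrum only. Counting gene labels in place of probes, 3 were up-regulated by both, and 1 and 2 in the cerebrum only, since a label counts when any of its probes is called. When any change in the cerebellum was excluded, 0 were down-regulated in the cerebrum only.

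Other groups behind oxidative stress changed it most. With supplemented *Ttpa* -/- mice, 10 and 16 were called, 0 down-regulated were shared and 0 were in the cerebrum only. With both diets together, 98 and 76 were called, 1 down-regulated was shared and 0 were in the cerebrum only. Against wild-type mice on the deficient diet, 445 were up-regulated, 4 and 4 were shared, and 3 and 3 were in the cerebrum only. Pla2g3 then changed by -0.45 (adjusted p = 0.483, in a range of 0.0702 to 0.698 over the alternatives). The cause was not tested.

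Chosen after seeing the data, the t-test on the authors' values without the filter gave 1408 and 1568 for oxidative stress, 867 and 646 for aging in the cerebrum, 801 down-regulated in the cerebellum, 10 and 12 shared, 458 and 52 in both regions, and 7 and 9 in the cerebrum only. With supplemented *Ttpa* -/- mice in that setting, 395 were up-regulated, 16 and 4 shared, and 9 and 3 in the cerebrum only. By fold change alone on the authors' values, they gave 322 and 213, 20 and 8 shared, and 9 and 6 in the cerebrum only. The deficient-diet wild-type mice as control, at p under 0.01, gave 346 up-regulated, 1 and 5 shared, and 1 and 4 in the cerebrum only. In place of the *Ttpa* -/- mice, they gave 195 up-regulated, 8 and 7 shared, and 2 and 4 in the cerebrum only. The cause was not tested.

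Without single arrays, oxidative stress gave 558 to 1283 and 304 to 678, both ends from leaving out a *Ttpa* -/- array, replicate 1 and replicate 4. Aging gave 342 to 496 and 99 to 147 in the cerebrum, and 928 to 1440 and 247 to 406 in the cerebellum. Shared were 0 to 3 and 0 to 4, both regions 213 to 296 and 13 to 20, and the cerebrum only 0 and 0 to 3. The comparisons of other groups ranged from 1 to 539 and from 12 to 830 for the deficient diet in wild-type cerebrum and cerebellum, from 1018 to 1662 for *Ttpa* -/- cerebellum, from 9 to 77 for supplemented *Ttpa* -/- cerebrum, from 459 to 1481 and from 43 to 233 for the diet in *Ttpa* -/- cerebrum and cerebellum, and from 592 to 1782 for oxidative stress by region. Pla2g3 changed by 0.52 to 0.79 with oxidative stress and by 0.43 to 0.71 with aging in the cerebrum, by 0.23 to 0.63 with aging and -0.17 to 0.22 with oxidative stress in the cerebellum, and differed between regions by 0.37 to 0.76 and -0.0053 to 0.40. App with aging in the cerebrum ranged from -0.00050 to 0.066, Tsga10 with oxidative stress from -0.11 to 0.025, Fcgbp from -0.014 to 0.51 and Ide with aging in the cerebellum from -0.021 to 0.32.

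For the 51 results of single genes, 22 of 408 values under the alternatives lost a call, 5 gained one and 6, none of them called, changed direction, and the rest kept the direction and the side of the threshold. Leaving out arrays, 373 of 408 kept both, 23 lost a call, 5 gained one and 7, none of them called, changed direction. The signal over background limits Mybpc2, Fcgbp, Tcp10c, Car8 in *Ttpa* -/- cerebrum and *Ttpa* in the cerebrum, for which some or all arrays of a group were not above background.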

Differences from the paper's values

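The settings on the authors' log2 values without a filter on dim probes, with the supplemented *Ttpa* -/- mice, or with the deficient-diet wild-type mice under the t-test were chosen after seeing the values. The paper counts genes and the values here count probes, many of which have no gene symbol. For oxidative stress, 428 of the up-regulated and 296 of the down-regulated probes have one. The alternatives were otherwise set before the data were examined.

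For oxidative stress in the cerebrum, the paper's count of up-regulated genes is 273 and the count here 909. None of the alternatives set before the data were examined came within 1.5 times of the paper's count. With the supplemented *Ttpa* -/- mice, the t-test on the authors' values without the filter gave 395 and the fold change alone 322. With the deficient-diet wild-type mice as the control, the same t-test at p under 0.01 gave 346. With them in place of the *Ttpa* -/- mice, the t-test with the filter gave 195. These 4 settings were chosen after seeing the values, out of 80 readings tried, of which 8 came within 1.5 times of the paper's counts in both directions, these 4 on each of 2 sets of values. For down-regulated genes, the paper's count is 267 and the count here 464. Median scaling (221), quantile normalization (366), normexp (246), a fit of the groups alone (321) and the t-test with Benjamini-Hochberg adjustment (250) came within 1.5 times, and the other alternatives set before did not. The settings chosen after seeing the values gave 315, 213, 357 and 338.

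For aging in the cerebrum, the paper's counts are 879 up-regulated and 509 down-regulated genes, and the counts here 446 and 140. For the first, array weights (593), the unadjusted p (668), the t-test on either set of values (596) and the fold change alone on either (777) came within 1.5 times. For the second, the fold change alone on either set of values did, with 400. The t-test on the authors' values without the filter, chosen after seeing the values, gave 867 and 646. The other alternatives did not come within 1.5 times. For aging in the cerebellum, the paper's count of down-regulated genes is 573 and the count here 317. No filter on dim probes (465), array weights (390), the unadjusted p (546), the t-test (513, and 514 on the authors' values) and the fold change alone (725, and 728 on the authors' values) came within 1.5 times, and the rest set before did not. The setting chosen after seeing the values gave 801.

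For genes changed by oxidative stress and by aging in the cerebrum, the paper's counts are 13 up-regulated and 6 down-regulated, and those here are 0 and 2. By limma with the unadjusted p, 6 and 9 were shared, and by the t-test of the methods 3 and 8. The fold change alone on either set of values came within 1.5 times of the first, with 11. So did 2 settings chosen after seeing the values, the t-test without the filter (10) and the same with the supplemented *Ttpa* -/- mice (16). For the second, array weights (4), the unadjusted p (9), the t-test on either set of values (8) and the deficient-diet wild-type mice as control (4) came within 1.5 times. The settings with other groups chosen after seeing the values gave 4, 8, 5 and 7. The other alternatives did not. Without single arrays, the counts were 0 to 3 and 0 to 4, with 3 and 4 without replicate 1 of the *Ttpa* -/- mice.

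For genes changed by aging in both regions, the paper's counts are 454 up-regulated and 51 down-regulated, and those here are 268 and 19. Array weights (345), the unadjusted p (385), the t-test on either set of values (363) and the fold change alone on either (437) came within 1.5 times of the first. The unadjusted p (36) and the fold change alone on either set of values (45) did for the second. The t-test on the authors' values without the filter, chosen after seeing the values, gave 458 and 52. The other alternatives did not.

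For genes changed only in the cerebrum, the paper's counts are 5 up-regulated and 4 down-regulated, and those here are 0 and 1, by limma. With the unadjusted p there were 2 and 6, and by the t-test of the methods 2 and 5. The fold change alone on either set of values gave 5 for the first, and the t-test without the filter, chosen after seeing the values, 7. For the second, the unadjusted p, the t-test on either set of values (5) and the deficient-diet wild-type mice as control (3) came within 1.5 times, as did the settings with other groups chosen after seeing the values, with 3, 6, 4 and 4. The other alternatives did not. Without single arrays the second count was 0 to 3, with 3 without young replicate 2 or *Ttpa* -/- replicate 1.

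The paper names 5 genes as up-regulated by oxidative stress and aging in the cerebrum. Here Pla2g3 and Gm3448 rose by 0.59 and 0.46 with oxidative stress, Tcp10c fell by 0.44, Fcgbp changed by 0.14 with 1 of 4 wild-type arrays above background, and Mybpc2 was not above background. With aging the rises of Pla2g3, Gm3448 and Tcp10c were 0.63, 0.91 and 1.13, and none of the 5 genes was called. Array weights called Gm3448 and Tcp10c for aging, as did leaving out young replicates 4 and 3, with 1.14 and 1.49, and as did the unadjusted p and the t-test. The unadjusted t-test and the fold change alone, both set before the data were examined, called Pla2g3 for oxidative stress and aging in the cerebrum and not for aging in the cerebellum. The t-test on the authors' values without the filter, chosen after seeing the values, called 1 of the 5 genes in both cerebral comparisons and not in the cerebellum, Pla2g3. With the supplemented *Ttpa* -/- mice it called 5 of 5 genes, Tcp10c by its second probe, together with 4 other probes, which are labelled by position and have no gene symbol. The paper names Car8, Tsga10 and Gm2252 as down-regulated by both. Here Car8 was called for oxidative stress at -2.71 and not for aging at -0.77, and Tsga10 changed by -0.03 and -0.59. Gm2252 is not on the arrays under that name. The unadjusted t-test and the fold change alone called both Car8 probes for oxidative stress and aging in the cerebrum and neither for aging in the cerebellum, and the unadjusted p did so for the second Car8 probe. Tsga10 was called for aging by array weights, the unadjusted p, the t-test and the fold change alone. The t-test without the filter, chosen after seeing the values, called 1 of the 2 genes on the deficient diet, together with 7 other probes. On the supplemented diet it called 2 of 2, by both Car8 probes and Tsga10, with 0 other probes.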

Other observations

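The tests of whether the supplemented *Ttpa* -/- arrays were the ones compared, of overlaps against independent lists, and of shared calls with the same or different aged wild-type arrays were chosen after the result was seen.

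For the calls with oxidative stress in the cerebrum, and those with aging in the cerebrum and in the cerebellum, other splits of the arrays argue against chance, each at 1 of 35. This is the smallest value possible, without correction for the number of such tests. The largest count of another split was 799 for oxidative stress, 68 for aging in the cerebrum and 435 in the cerebellum. A difference in sex between the groups would show in Xist and the genes of the Y chromosome. Xist was above background and none of 4 Y genes was on 40 of 40 arrays, which argues against it. Genes carried along with the *Ttpa* locus would place the calls on chromosome 4. Of the called probes with a position, 7.56% lay there, against 6.52% of the tested ones (Fisher's exact test, p = 0.115), and 7 of 184 within 15 Mb of *Ttpa* were called, which argues against them as an explanation of the calls as a whole. A slide difference would make the calls move with the slide wherever its groups are compared. Of the calls, 48.4% moved the same way in young minus aged wild-type cerebellum, which lie on the slide of the *Ttpa* -/- cerebrum and on another, but aging differs there too, so the slide and the genotype cannot be told apart.

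Of 8 striatal genes, 8 of 8 were higher with oxidative stress and 2 were called, and 8 of 8 were lower with aging in the cerebrum and 3 were called. The medians were 0.46 and -0.81. The most abundant, Penk, had log2 signals of 5.24 in young, 4.39 in aged wild-type and 4.79 in *Ttpa* -/- cerebrum. All 8 are also measured in the cerebrum, so that a dissection with less striatum in the aged wild-type samples may explain this, and a change of the genes in the cerebrum itself cannot be told apart from it. Of 9 choroid plexus genes, 9 of 9 were higher with oxidative stress, with a median of 0.68, and limma called 0, also at the unadjusted p (0) and by the t-test of the methods (0). With aging in the cerebrum the median was -0.49. Ttr had 5.21 in aged wild-type and 6.36 in *Ttpa* -/- cerebrum. Its arrays ranged from 1.72 to 7.07 and from 3.44 to 7.36 in these groups. Choroid plexus in the samples and a change of these genes with the genotype cannot be told apart, because both would raise these genes together. Of 11 cerebellar genes on the arrays, 9 are measured in the cerebrum.

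Car8 was lower in aged than in young wild-type cerebrum, and Car8 is far more abundant in the cerebellum. Cerebellar tissue in the young samples would lower other cerebellar markers with age, but their median change was 0.127, and Pcp2, with a log2 signal of 8.02 in young cerebellum, changed by -0.01. This argues against such tissue. More astrocytes in the *Ttpa* -/- cerebrum would raise their markers together with Pla2g3. The median of 7 astrocyte genes, one of them Gfap, which the paper also studies, was -0.299, with 7 of 7 lower, which argues against a larger number of astrocytes. A change of Pla2g3 within astrocytes remains open.

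The small number of probes called in the same direction for oxidative stress and aging could come from the aged wild-type arrays, which enter both with opposite signs. The correlation across probes of -0.216 is less negative than the median of -0.508 in simulated groups without change, and was -0.0686 on average with different aged wild-type arrays in each comparison, so that it shows no opposition beyond that of the shared arrays. With 2 aged wild-type arrays in each comparison, chosen in 6 ways, the t-test of the methods gave 1 to 8 shared up-regulated probes with different arrays and 0 to 3 with the same arrays, where independent lists would share 10.6 to 15.6 and 7.82 to 22.4. With different arrays, 24 to 83 probes were called in opposite directions against 12.1 to 20.7 for independent lists, which goes with an opposition. Shared down-regulated probes, 5 to 18 against 3.26 to 6.85, were above independent lists in 6 of 6 ways, which goes against one. With the same arrays these were 33 to 219 against 9.26 to 26.4, and 1 to 5 against 2.64 to 7.22. The directions disagree and the 6 ways reuse the same arrays, so for the called probes a real opposition and the shared arrays cannot be told apart. Independent lists would share 12.7 up-regulated probes, where limma shared 0, with the unadjusted p 6 and by the t-test of the methods 3. In the cerebrum only, limma left 0 up-regulated probes, the unadjusted p 2 and the t-test 2. The 2 shared down-regulated probes are as many as independent lists would share, 2.07 (exact hypergeometric test, p = 0.615), so chance is not excluded for them or for the 1 in the cerebrum only. For the 268 and 19 probes changed with aging in both regions, independent lists would share 17.1 and 1.32, which argues against chance overlap. Regroupings of the arrays shared 0 probes in each case other than the real one, so that they cannot exclude chance for any of these 6 counts, with 100 of 100 as large for the 2 counts of 0 and 1 of 100 for the others. The down-regulated probe in the cerebrum only was lost without young replicate 4, aged wild-type replicate 1 or *Ttpa* -/- replicate 2, with a count of 0.

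Mybpc2 and Tcp10c were not called higher in the deficient-diet *Ttpa* -/- cerebrum, although Fig. 1B shows them so. Mybpc2 was above background on 0 of 4 arrays of both groups, and Tcp10c changed by -0.44 in one probe. A second Tcp10c probe was above background on 1 of 4 *Ttpa* -/- and 0 of 4 wild-type arrays. The size of its difference, 0.21, is therefore not measured. If the supplemented *Ttpa* -/- arrays were the ones compared, they would call the genes of Fig. 1B. By the t-test of the methods on the authors' values without a filter on dim probes, 5 of 5 of these genes were called with the supplemented arrays, Tcp10c by its second probe, and 1 of 5 with the deficient ones. This may indicate a comparison with the supplemented diet, as a hypothesis found and tested on the same data.

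Ide fell by 0.66 with oxidative stress in the cerebrum (adjusted p = 0.0265), which was called. It was not called without aged wild-type replicate 1 (-0.51) or 2 (-0.53), or without *Ttpa* -/- replicate 1 (-0.66), 2 (-0.65) or 3 (-0.65). It was not called either with median scaling (-0.58), with normexp (-0.58) or in a fit of the groups alone. With the supplemented diet it changed by -0.57 (adjusted p = 0.358). Gfap changed by -0.44 with oxidative stress (adjusted p = 0.0893), with 0.29 in 1 of 3 probes, was called without aged wild-type replicate 4 (-0.61), and rose with aging by 1.51 in the cerebrum and 1.87 in the cerebellum. App changed by -0.17 and Gapdh by 0.12 with oxidative stress, and the other 7 Gapdh probes by 0.25 to 0.46. Pla2g6 rose by 0.31 (adjusted p = 0.0471), at a fold change under 1.5, and Pla2g5 by 0.27 (adjusted p = 0.444). Pla2g2e was not above background in the compared groups.

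Of 5 blood genes, 5 of 5 were higher with oxidative stress, with a median of 1.76, and the median was 2.59 with aging in the cerebrum, 2.58 in the cerebellum, -0.77 for *Ttpa* -/- against wild-type cerebellum and 2.97 for the supplemented *Ttpa* -/- cerebrum. Of 6 oligodendrocyte genes, 6 of 6 were lower with oxidative stress, with a median of -0.51, and the median was -0.49 in the cerebellum and 0.03 for the supplemented cerebrum. Microglial genes had a median of -0.25 with oxidative stress, 0.02 with aging in the cerebrum and 0.84 with aging in the cerebellum, where 5 of 7 were called higher. No explanation of these medians was tested.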
